# Adhesion to Carbon Nanotube Conductive Scaffolds Forces Action-Potential Appearance in Immature Rat Spinal Neurons

**DOI:** 10.1371/journal.pone.0073621

**Published:** 2013-08-12

**Authors:** Alessandra Fabbro, Antonietta Sucapane, Francesca Maria Toma, Enrica Calura, Lisa Rizzetto, Claudia Carrieri, Paola Roncaglia, Valentina Martinelli, Denis Scaini, Lara Masten, Antonio Turco, Stefano Gustincich, Maurizio Prato, Laura Ballerini

## Abstract

In the last decade, carbon nanotube growth substrates have been used to investigate neurons and neuronal networks formation in vitro when guided by artificial nano-scaled cues. Besides, nanotube-based interfaces are being developed, such as prosthesis for monitoring brain activity. We recently described how carbon nanotube substrates alter the electrophysiological and synaptic responses of hippocampal neurons in culture. This observation highlighted the exceptional ability of this material in interfering with nerve tissue growth. Here we test the hypothesis that carbon nanotube scaffolds promote the development of immature neurons isolated from the neonatal rat spinal cord, and maintained in vitro. To address this issue we performed electrophysiological studies associated to gene expression analysis. Our results indicate that spinal neurons plated on electro-conductive carbon nanotubes show a facilitated development. Spinal neurons anticipate the expression of functional markers of maturation, such as the generation of voltage dependent currents or action potentials. These changes are accompanied by a selective modulation of gene expression, involving neuronal and non-neuronal components. Our microarray experiments suggest that carbon nanotube platforms trigger reparative activities involving microglia, in the absence of reactive gliosis. Hence, future tissue scaffolds blended with conductive nanotubes may be exploited to promote cell differentiation and reparative pathways in neural regeneration strategies.

## Introduction

Nanomaterials are increasingly used for organ engineering purposes [1,2]. Scaffolds with manufactured three-dimensional properties may promote cells reorganization into functional tissue. This possibility has driven a growing interest in studying physical-chemical features of scaffolds at the nano-scale, to activate cell-specific molecular machineries [1–4].

Scaffolds blended with various materials have been constructed for the repair of different tissues, such as bones, liver and other organs [1,2,5–7]. However, attempts to construct scaffolds for the repair of the central nervous system (CNS) have had limited success, because of its intrinsic complexity, low regenerative potential and anatomically restrictive nature, which pose a unique set of challenges [8–13]. Despite this fact, an increasing amount of studies in modern neuroscience addresses the ability of growth substrate topography or physical features in driving neuronal networks reconstruction. In cultured systems, the interaction of neurons with their growth substrate may influence neuron differentiation, morphology, adhesion and outgrowth [13–19].

Our approach to address this issue was to incorporate neuronal cultures to artificial conductive nanostructures, namely carbon nanotubes. Recently, carbon nanotubes have attracted tremendous attention for the development of nano-bio hybrid systems able to govern cell-specific behaviors in cultured neuronal networks and explants [20–27] and have been shown to promote proliferation of neonatal cardiac myocytes [28].

Carbon nanotubes are cylindrically shaped nanostructures, made of one or more concentric rolled-up graphene sheets, which possess peculiar properties including high surface area, high mechanical strength, ultra-light weight, rich electronic properties, and excellent chemical and thermal stability [29,30]. *In vivo*, carbon nanotubes have been shown to be a blood compatible and a suitable scaffold for bone regeneration [31,32] or, *in vitro*, for cultured synaptic network formation [22–24,26,27,33] and neonatal cardiomyocyte maturation [28].

In the present work we investigate the interaction between carbon nanotube scaffolds and immature spinal cord neurons. Here we show that *in vitro* spinal neurons adherent to carbon nanotube substrates undergo a functional maturation characterized by an earlier appearance of voltage dependent currents and of action potentials. To address the mechanistic pathways between the enhanced membrane excitability profile of spinal neurons and their contact to carbon nanotube scaffolds, we perform electrophysiological studies associated, for the first time, to gene expression analysis. Carbon nanotube substrates induce neuronal modifications specific to spinal immature neurons, and ultimately modulate their electrogenic development.

## Materials and Methods

### Ethics Statement

All work on animals (neonatal rats) was done according to the EU guidelines (86/609/CE) and the current Italian law (decree 116/92). The study was approved by the Italian Ministry of Health, in agreement with the EU Recommendation 2007/526/CE. Animals were hosted by the University of Trieste Animal Facility (Department of Life Sciences), Italy, authorized by the Italian Ministry of Health, and breeding conditions and procedures complied with EU guidelines (86/609/CE) and Italian law (decree 116/92). Neonatal animals were sacrificed by rapid decapitation and the tissue of interest (spinal cord) harvested, all efforts were made to minimize suffering. The work has been performed on the explanted tissue and did not require ethical approval, as stated by the current Italian law (decree 116/92). The entire procedure is in accordance with the regulations of the Italian Animal Welfare Act, with the relevant EU legislation and guidelines on the ethical use of animals and is approved by the local Authority Veterinary Service.

### Carbon nanotube substrates and culture preparation

Stable and homogeneous growth substrates were obtained by multiwalled carbon nanotubes (MWCNT) of 20-30 nm diameter (Nanostructured & Amorphous Materials, Inc.) used as received and functionalized using the 1,3 dipolar cycloaddition of azomethine ylides [22]. The reaction generates pyrrolidine groups on the entire nanotube surface, which increase notably MWCNT solubility in organic solvents. Functionalized MWCNTs were dissolved in dimethylformamide (0.01 mg/mL) or ethyl acetate (0.1 mg/mL) and the proper amount of the solution was deposited by drop casting (dimethylformamide solution) or sprayed (ethyl acetate solution) on glass coverslips placed on a hot plate at 100 °C, achieving a density of the MWCNT film over the glass of about 7x10^-5^ mg/mm^2^. Then, layered coverslips were placed in an oven at 350 °C under N_2_ atmosphere for 20 min, a procedure leading to MWCNT de-functionalization. To assess MWCNT degree of purity and de-functionalization, TGA-Q500 (TA Instruments) was used to record thermo-gravimetric analysis (TGA) under N_2_ or under air, by equilibrating at 100 °C, and following a ramp of 10 °C/min up to 1000 °C. De-functionalized MWCNTs deposited on glass showed less than 10% metal content [34]. TGA was routinely repeated to test every new MWCNT batch. MWCNTs thin film was characterized by sheet resistance measurements obtained using a Jandel four tips probe linked to Jandel RM3000 multimeter. The calculated value of conductivity for the type of MWCNTs network used in this study is 6.25 S/cm. Control substrates were prepared by coating glass coverslips with polyornithine (0.003 mg/mL).

Dissociated neuronal cultures were prepared from neonatal Wistar rat spinal cords at postnatal day (P) P1-P4. The vertebral columns were exposed dorsally and the spinal cords were removed in an ice-cold phosphate buffered saline (PBS). The tissue was grossly crumbled, digested with papain (1 mg/mL; Sigma) in EBSS (Gibco; bubbled with 95% oxygen 5% CO_2_) for 45 min and then washed with EBSS plus 1 mg/mL bovine serum albumin (BSA, Sigma). The tissue was re-suspended in 1 mL of EBSS plus 1 mg/mL BSA and 0.01% DNAse (Sigma). Cells were gently mechanically dissociated and the gross tissue was allowed to deposit, while the supernatant was collected. After repeating this procedure 3 times, 5 mL of EBSS plus 10 mg/mL BSA were added to the collected supernatant. Upon centrifugation (6 min at 600 rpm) the supernatant was then removed and cells were re-suspended in culture medium [Eagle’s minimal essential medium plus Glutamax, (Gibco), supplemented with 20 mM glucose, 100 U/ml penicillin, 0.1 mg/ml streptomycin, 5% horse serum and 5 ng/mL Nerve Growth Factor (NGF, Alomone Labs)]. A drop of the cell suspension was delivered on a coverslip (control or MWCNT coated glass coverslips), cells were allowed to attach to the substrate for 1 h at 37 °C and 2 mL of culture medium were finally added. Cells were maintained at 37° C in a humidified incubator with 5% CO_2_ atmosphere and used for the experiments after 8 days of *in vitro* growth (if not otherwise indicated). In both carbon nanotube and control culturing conditions 5 ng/mL of nerve growth factor was added to the culture medium [35–37]. We used a low NGF concentration reminiscent to that found in the cerebrospinal fluid of newborn rats [38], to mimic such condition. This is more suited to unmask any potential impact of MWCNT substrates on immature spinal neurons.

Neuronal density was measured by means of immunocytochemistry experiments (see below), quantifying β-tubulin III-positive cells in randomly chosen visual fields and normalizing the measured cell number for the visual field area.

### Electrophysiological recordings

For each experiment, a coverslip with the spinal culture was mounted in a recording chamber on an inverted microscope and perfused with a recording solution containing (in mM): NaCl 150, KCl 4, MgCl_2_ 1, CaCl_2_ 2, HEPES 10, glucose 10, pH 7.4 with NaOH. Whole-cell patch-clamp experiments were performed using patch pipettes (4-7 MΩ) filled with (in mM): K-gluconate 110, KCl 30, HEPES 10, GTP 0.3 and MgATP 4, pH adjusted to 7.35 with KOH. Electrophysiological recordings were acquired using a Multiclamp 700B amplifier (Molecular Devices), sampled at 10 kHz and digitized by a Digidata 1440A analog-to-digital converter. Bridge balance (in the current clamp mode) and series resistance (in the voltage clamp mode) were monitored throughout the experiment; neuronal passive properties were routinely measured in voltage clamp mode. Data were analyzed using the pCLAMP software (Molecular Devices). All experiments were performed at room temperature.

### Immunofluorescence and electron microscopy

For β-tubulin III immunofluorescence experiments, dissociated spinal cord cultures were fixed with paraformaldehyde (PFA, 4% in PBS, Sigma). Coverslips were rinsed with PBS, incubated for 30 minutes in a blocking solution (5% BSA -Sigma-, 0.3% Triton X-100 -Carlo Erba-, 1% Fetal Bovine Serum –Gibco- in PBS), then incubated with anti-β-tubulin III primary antibody (rabbit polyclonal; 1:250, Sigma) overnight at 4° C. The samples were then washed three times with PBS and incubated with the secondary antibody (Alexa Fluor-594 goat anti-rabbit, 1:300, Invitrogen) for 2 hours at room temperature (RT). Finally, the coverslips were washed three times in PBS and mounted in glycerol plus DABCO (2.5% w/v).

Immunofluorescence experiments for Iba1 and GFAP were performed on PFA-fixed samples (see above). Coverslips were incubated for 1 hour in a blocking solution (5% BSA -Sigma-, 0.1% Triton X-100 -Carlo Erba-, 5% Fetal Bovine Serum –Gibco- in PBS), and then incubated with the primary antibodies (Iba1: rabbit polyclonal, Wako, 1:1000; GFAP: mouse monoclonal, Sigma, 1:200) for 1 hour at RT. The samples were washed with PBS and incubated with the secondary antibodies (Alexa Fluor-594 anti-rabbit, 1:500; Alexa Fluor-488 anti-mouse, 1:250; Invitrogen) for 1 hour at RT. The coverslips were finally washed in PBS and mounted.

For Alox15 immunofluorescence experiments, the samples were washed with 0.1 M cacodylate buffer (pH = 7.2), fixed with a solution containing 2% glutaraldehyde (Fluka, Italy) in 0.1 M cacodylate buffer for 1 h at RT and washed three times with 0.1 M cacodylate buffer. The samples were then treated to block any non-specific binding with 1% BSA (Bovine serum Albumin, SIGMA) for ≥1 hour and finally incubated for 2 hours at room temperature with the rabbit polyclonal anti-LO (H-235), 1:50 (sc-32940, Santa Cruz Biotechnology, Inc) diluted in PBS plus 0.1% BSA and 0.05% Tween-20. All washing steps and secondary antibody dilution were performed with PBS plus 0.1% BSA. The incubation with the secondary antibody (goat anti-rabbit conjugated to Alexa Fluor-594; 1:1000; Invitrogen) was performed for 1 hour at room temperature. Finally, coverslips were mounted in Vectashield with DAPI to counterstain the nuclei (VECTOR Lab Inc, Burlington, USA).

Images from immunofluorescence experiments were obtained with both a conventional fluorescence microscope (Leika) and with a Zeiss LSM 510 META Confocal Microscope (Zeiss, Germany; 63X oil immersion objective).

Scanning electron microscopy (SEM) images were acquired collecting backscattered and secondary electrons on a commercial SEM (Gemini SUPRA 40, Carl Zeiss NTS GmbH, Oberkochen). Cultures grown on MWCNT carpets were fixed with 2% glutaraldehyde dissolved in cacodylate buffer (0.1 M, pH 7.2) in the dark for 1 hour at room temperature. After fixation samples were carefully rinsed with cacodylate buffer, dehydrated in absolute ethanol and stored before use in a nitrogen box. In order to prevent electron induced surface charging, low accelerating voltages (0.8÷1.5 keV) were used for cells visualization. Samples were imaged without any prior metallization process.

### Microarrays

Microarray experiments were performed on three different biological replicates (three culture series) for each of the two culturing conditions (control and MWCNT substrates). Total RNA was isolated and DNAse treated with Absolutely RNA Nanoprep kit (Stratagene) according to manufacturer’s instructions. RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). RNA was quantified with a NanoDrop 1000 spectrophotometer (Thermo Scientific). A 100 ng-amount of each total RNA sample was then amplified and labeled with the Illumina RNA amplification kit according to manufacturer’s instructions.

Labeled cRNA was hybridized on Affymetrix Rat Genome 230 2.0 Arrays. Hybridized arrays were stained and washed (GeneChip Fluidics Station 450), then scanned with the GeneChip Scanner 3000 7G. Cell intensity values and probe detection calls were computed using the AffymetrixGeneChip Operating Software (GCOS).

### Western blot

For protein analysis, samples were lysed in 5X SDS-PAGE sample buffer (0,225 M Tris-HCl, pH 6.8, 50% Glycerol, 5% SDS 10%, 0.05% Bromophenol blue, and a Protease Inhibitor Cocktail -Sigma). Equal amounts of protein were resolved on SDS-PAGE minigels and transferred to PVDF membranes (GE Healthcare). Immunoblots were blocked for at least 1 hour at 37 °C, in a solution of 10% nonfat dry milk in PBS with 0.05% Tween-20. Membranes were incubated with primary antibodies (see below) for 2 hours at room temperature in 5% PBS with 0.05% Tween-20, and washed in PBS, 0.05% Tween-20 with gentle mixing. Secondary antibodies were diluted in 5% of PBS with 0.05% Tween-20, and incubated with the membranes for 45 min at room temperature. Proteins were detected by enhanced chemiluminescence (GE Healthcare).

The primary antibodies used were as follows: rabbit polyclonal anti-Robo1 (H-200), 1:250 (sc-25672, Santa Cruz Biotechnology, Inc); rabbit polyclonal anti-lipoxygenases (H-235), 1:200 (sc-32940, Santa Cruz Biotechnology, Inc); mouse monoclonal anti-paxillin, 1:200 (sc-373880, Santa Cruz Biotechnology, Inc), and mouse monoclonal anti-Actin (C-2), 1:10000 (sc-8432, Santa Cruz Biotechnology, Inc). The secondary antibodies used were as follows: HRP-conjugated anti-rabbit, 1:2000 (P0448, DAKO), and HRP-conjugated anti-mouse, 1:2000 (P0161, DAKO).

Band densities of Alox15 and Robo1 proteins were normalized to each actin internal control.

### RNA/DNA Isolation and quantitative RT-PCR (qPCR)

Total RNA and DNA were purified from dissociated spinal cultures at 3-5 days in vitro (DIV), 7-8 DIV, and 9-10 DIV (named 4 DIV, 8 DIV and 10 DIV, respectively), isolated using the Trizol-method (Invitrogen), and quantified by spectrophotometry. cDNA was prepared from 1 µg total RNA by reverse transcription with MMLV-RT (Invitrogen), using random hexamer primers (Invitrogen) following standard protocols (Invitrogen). RNA expression levels for Alox15 and Robo1 were quantified with real-time TaqMan reverse transcriptase (RT)-PCR using C1000 CFX96 Real-Time System (Bio-Rad). TaqMan reactions were carried out in 96-well plates using cDNA, Taqman universal PCR master mix, predesigned and preoptimized TaqMan. Gene expression assays, including specific primers and fluorescent probes (Alox15 Rn00578745_g1 FAM; Robo1 Rn00573395_m1 FAM; glyceraldehyde-3-phosphate dehydrogenase –GAPDH- Rn999999_s1 FAM), and water to a final volume of 50 µL, were performed according to manufacturer’s instructions. GAPDH mRNA was used as an endogenous control. Primer pairs for Alox15 and Robo1 were obtained from the Applied Biosystems catalogue for quantitative gene expression analysis of the genes of interest. RT and template controls were used to monitor any possible contaminating amplification according to manufacturer (Applied Biosystems). The temperature protocol was the following: 3 min at 95 °C,10 min at 95 °C, and 30 min at 60 °C, followed by 39 cycles of 10 s at 95 °C and 30 s at 60 °C. GAPDH expression was similar in all study groups and was therefore employed to normalize for differences in RNA quantity and RT-efficiency.

### Statistical analysis

Results are presented as mean ± S.E.M.; n is the number of neurons, if not otherwise indicated. Statistically significant difference between two datasets was assessed by Student’s t test (after validation of variances homogeneity by Levene’s test) for parametric data and by Mann-Whitney for non-parametric ones. The comparison between data distributions was made by the Kolmogorov-Smirnov test.

For microarray experiments, expression analysis of Affymetrix CEL files has been performed using EntrezGene Custom CDF annotation files proposed by Dai et al. [39], then RMA algorithms [40] for normalization procedures was applied. Differentially expressed genes were calculated by using the Rank Product algorithm [41]. Each sample was considered a separate origin. To ensure statistical significance, the maximum cut-off for the percentage of false positives (pfp) was set at 0.05. Class enrichment (with respect to the entire platform) has been tested with the hypergeometric distribution using KEGG pathways [42] and Gene Ontology categories [43]. Statistical significance was determined using a False Discovery Rate (FDR) minor or equal to 0.05. All the annotations procedures and statistical analyses were performed with R software (http://www.r-project.org) using the BioConductor suite.

Microarray data reported in this work have been submitted to the GEO (Gene Expression Omnibus) database with accession number GSE27212.

## Results and Discussion

In our recent work we developed and characterized artificial nanomaterial-based scaffolds to explore the ability of conductive carbon nanotube substrates to interface neurons and influence their performance and efficacy in building synaptic networks in culture [22–24,26]. Here we tested how MWCNTs supports may alter immature spinal neuron ability to perform action potentials along with *in vitro* cell development. We examined and compared neonatal rat spinal neurons cultured on homogeneous and stable layers of MWCNTs [23,24,26] (Figure 1C) with those grown on control substrates (named CNT and control, respectively). CNT dissociated spinal neurons were able to adhere, grow and survive while extending several neuritis on the growth substrates, confirming the general biocompatibility of MWCNT scaffolds reported for different neuronal [20,22–26,33,44] and non-neuronal [28] excitable cells maintained in culture.

**Figure 1:**
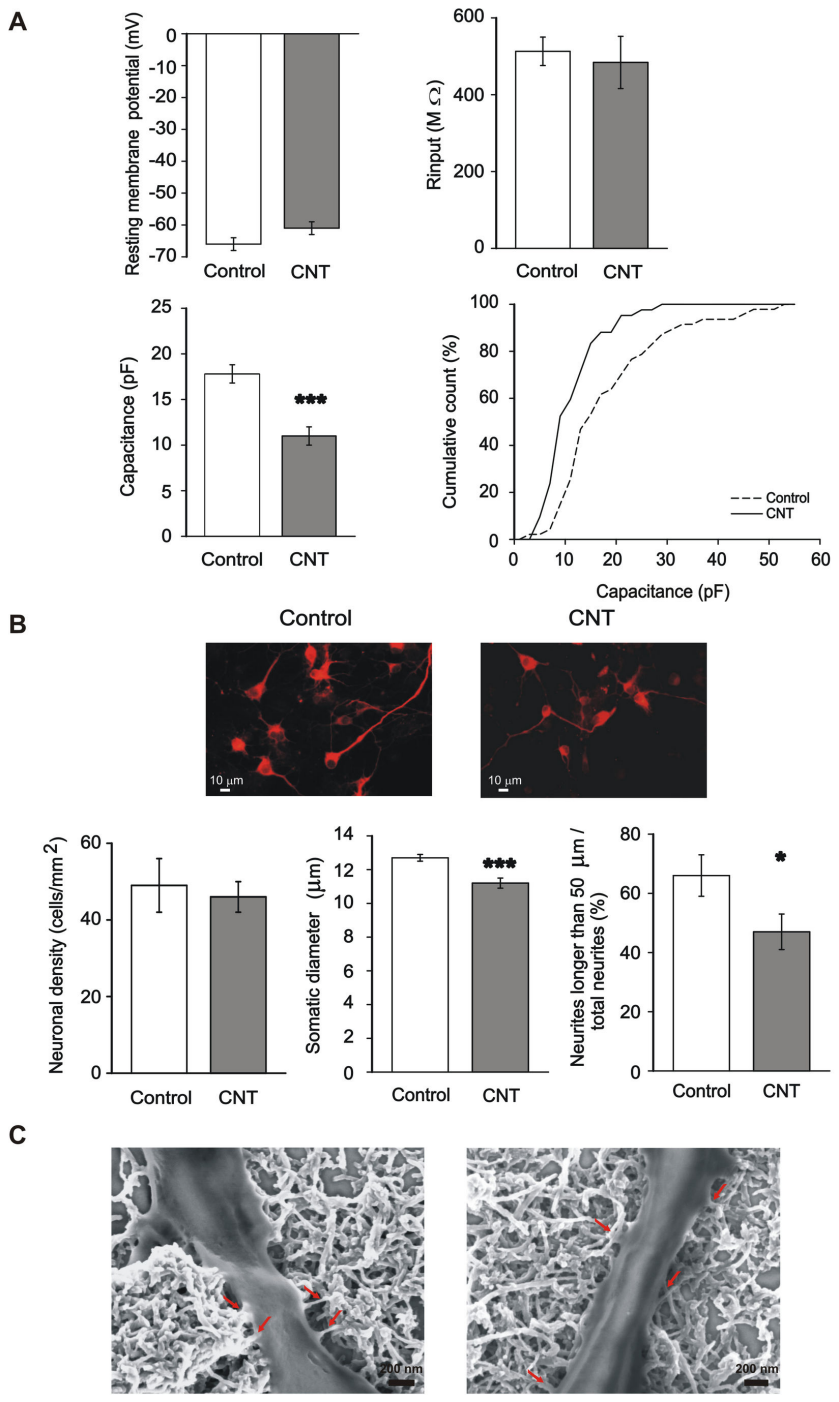
Carbon nanotubes substrate selectively affects membrane properties and neurite extension of spinal neurons. (A) Spinal neurons grown on MWCNT show similar resting potential and membrane resistance (R_input_) with respect to control neurons (top), while membrane capacitance, indicative of total cell membrane extension, is significantly lower in CNT neurons (bottom left, ***: P<0.001; bottom right, cumulative distribution, KS test: P<0.01). (B) Top, typical examples of spinal cord neurons cultured in control condition or on MWCNTs, labeled with the antibody against the neuronal marker β-tubulin III to visualize neuronal morphology. Bottom, despite a similar neuronal density (left), CNT cultures showed a slightly, but significantly lower somatic neuronal diameter compared to control cultures (middle; ***: P<0.001), together with a lower number of long neurites (right; *: P<0.05). These findings are in agreement with the lower membrane capacitance values found in CNT neurons. (C) SEM images of neurites from spinal neurons grown on a MWCNT layer, showing the numerous and very tight contacts between MWCNTs and neuronal membranes (red arrows).

### Carbon nanotube scaffolds force mature neuronal excitability

In a first set of experiments (n=10 culture series) the membrane passive properties of spinal neurons grown integrated to MWCNT were measured and compared to those of control cells. Histograms in Figure 1A summarize these results: recorded neurons displayed similar and homogeneous membrane resting potential and input resistance values (top plots), indicative of a healthy cell population in both culturing conditions. Conversely, when analyzing membrane capacitance, CNT neurons displayed a 37% reduction in this parameter (from 17.9 ± 1.5 pF in control to 11.2 ± 0.9 pF on MWCNT; Figure 1A, bottom plots), as shown in the cumulative plot of Figure 1A (KS test: P<0.01). Cell capacitance is an indirect estimate of membrane surface and the values measured in neurons belonging to the two culturing conditions might suggest a difference in their soma size and/or in the extension of their neurites. To test this hypothesis, we visualized neuronal morphology by immunofluorescence experiments with an antibody recognizing the neuron-specific marker β-tubulin III. In both control and CNT cultures we documented a comparable density of spinal neurons after one week of *in vitro* growth (Figure 1B, n=33 visual fields, n= 3 cultures in control; n=34 visual fields, n=3 cultures on MWCNT) and we directly measured the somatic neuronal diameter. CNT neurons displayed on average a 12% reduction in diameter (from 12.7 ± 0.2 µm, n=89 control to 11.2 ± 0.3 µm, n=43, CNT neurons; P<0.001; Figure 1B) when compared to control neurons. This small, although significant, difference in cell diameter may account for the detected decrease in cell capacitance observed in CNT neurons. In fact, in a gross approximation, the cell body shape can be assimilated to a sphere, thus a 12% difference in diameter accounts for a 23% difference in the surface area (reflected, in our case, by cell capacitance). We further measured neurite extension by quantifying the presence of long neuritis (>50 µm) over the total number of neurites per cell. While the number of total neurites per cell was the same in control and CNT (4 ± 0.3 and 3.8 ± 0.3, n=23 in control and n=27 in CNT, respectively), there was a 29% decrease in the number of long neurites in neurons grown attached to MWCNT substrates (from 66 ± 7%, n=23 in control to 47 ± 6%, n=27 in CNT; P<0.05; Figure 1B) which may also contribute to the smaller capacitance values measured in CNT neurons.

This result is surprising, given that in other culture systems an increase in axonal growth was detected when neurons were interfaced to MWCNTs [25,26]. To note is that in our previous experiments [26] we measured SMI32 positive neurite outgrowing from dorsal root ganglia or spinal ventral horns, emerging from ganglion cells and motoneurons, developed in organotypic cultures [26]. Conversely, here we are testing isolated small (as suggested by the average soma diameter) spinal interneurons in low growth factor culturing conditions. We further checked whether the adhesion of neuronal processes to the MWCNT substrate was comparable to what reported in previous experimental settings [23,26,33]. To this aim a set of cultures was analyzed by SEM, as shown in the sample micrographs of Figure 1C. In all these measures (n=3 cultures) we always observed the typical tight and intimate contacts (red arrows in Figure 1C) between small neurites and MWCNT, indicative of a strong membrane adhesion to these substrates (see also Figure S1).

We next addressed the impact of growth substrates in the maturation of spinal interneuron excitability after 8 days of *in vitro* growth, thus, in this culturing condition, before the appearance of any detectable synaptic activity. We measured, under voltage clamp mode, the expression of functional voltage gated ion channels. Traditionally, the increasing expression of voltage dependent conductance is an accepted index of neuronal development and differentiation beyond positivity to β-tubulin III and towards the mature, electrically active, neuronal phenotype [45–49]. Whole-cell currents were recorded from neurons held at -70 mV of membrane potential. We applied 10 consecutive square (duration 150 ms) depolarizing steps of increasing amplitude (10 mV increments) to elicit voltage-dependent currents, preceded by a 50 ms hyperpolarization at -120 mV holding potential, to remove residual Na^+^ channels inactivation (Figure 2A). This experimental protocol is effective in inducing inward currents due to the opening of Na^+^ and Ca^2+^ voltage activated channels and outward currents due to the opening of K^+^ voltage activated channels in neurons [50]. We focused our attention on two components of each response: the steady state outward K^+^ currents (Figure 2A, top middle, white arrow) and fast inward currents generated by Na^+^ voltage-dependent channels (Figure 2A, top right, black arrow, note the different time scale). These two current components are crucial mechanisms for action potential generation [51,52]. We identified outward and inward currents as K^+^ and Na^+^ mediated currents, respectively, by using selective and specific K^+^ and Na^+^ channel blockers (tetraethylammonium –TEA 10 mM- and tetrodotoxin -TTX 1 µM-, respectively; n=3 not shown). CNT spinal cultures showed a strong increase (87%) in the probability of finding neurons displaying voltage-gated currents (from 46 ± 10%, n=56 control neurons to 86 ± 5%, n=46 CNT neurons; P<0.01; plot in Figure 2A). We compared the current density recorded in a subset of control and CNT neurons expressing inward and outward components by normalizing the current amplitude obtained at 0 mV depolarization to the cell capacitance. These values did not differ between the two culture groups (plots in Figure 2A for inward and outward currents; n=16 control and n=18 in CNT). This finding suggests that control and CNT neurons, once reached a degree of differentiation where voltage dependent measurable K^+^ and Na^+^ currents were expressed, displayed comparable channel density. However, in the two culture systems, the amount of neurons able to display such membrane properties is highly different.

**Figure 2:**
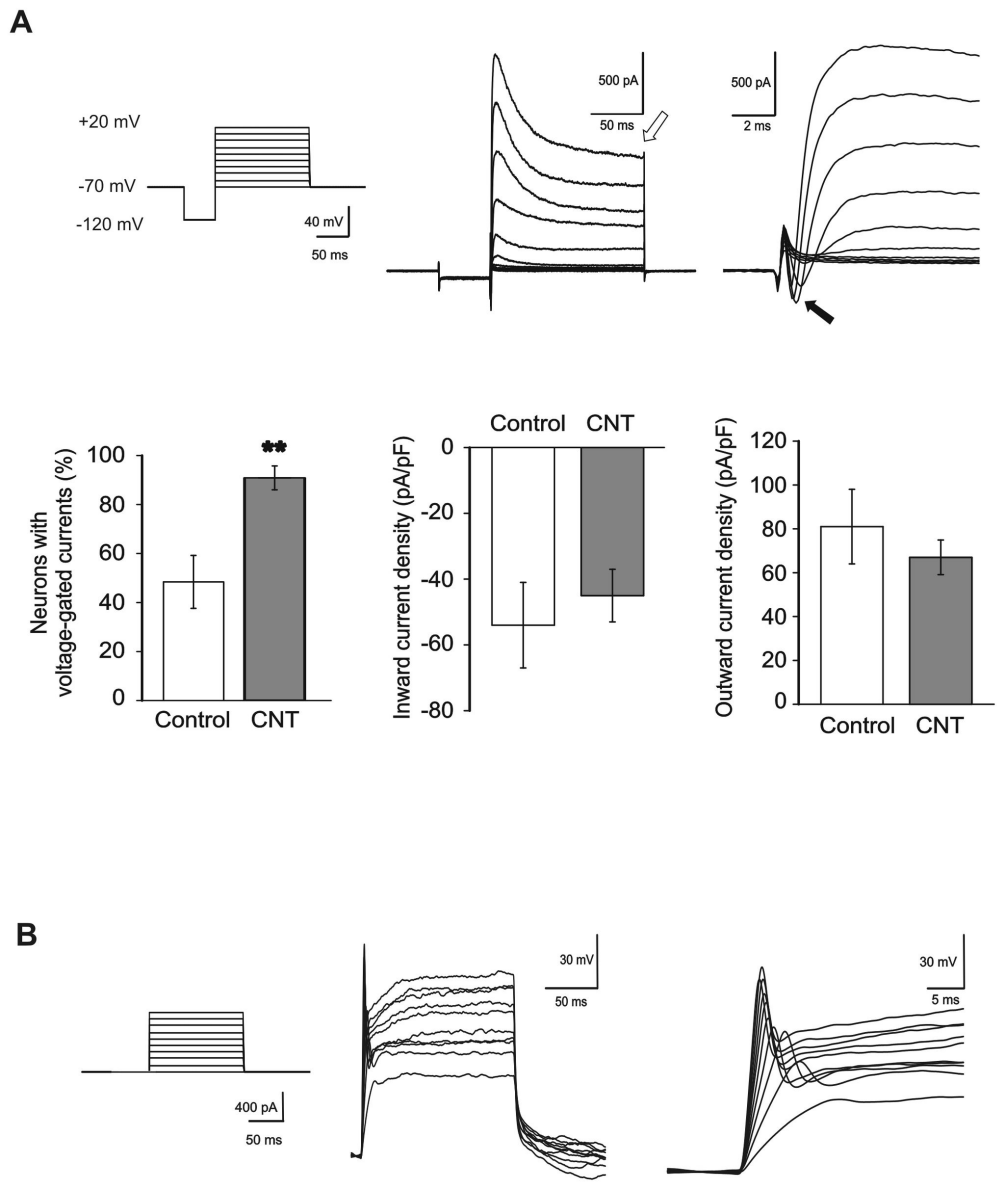
MWCNTs boost the functional maturation of spinal neurons. (A) Top left, voltage-clamp stimulation protocol to test the presence of voltage-dependent currents. Top middle (and right, in extended time scale), typical recordings from a spinal neuron displaying voltage-dependent currents. Note the presence of both outward (open arrow, middle panel; K^+^) and inward (filled arrow, right panel; Na^+^) voltage-dependent currents. The fraction of neurons displaying voltage-dependent currents is considerably higher in CNT neurons with respect to controls (bottom left; **: P<0.01), while current density is similar for inward and outward currents in both culturing conditions (bottom middle and right). (B) Left, current-clamp stimulation protocol to test the neuronal ability to generate action potentials. Middle (and right, in extended time scale), example of action potentials generated by a spinal neuron.

The presence of Na^+^ and K^+^ currents predicts the ability of spinal neurons to generate action potentials. We tested this prediction by switching the recording from voltage to current-clamp mode after assessing the presence of voltage dependent currents. We injected in these neurons current square pulses (150 ms) of increasing amplitude (in 100 pA increments; Figure 2B) and we monitored the membrane potential changes. We confirmed that neurons, which showed voltage-activated currents, were able to generate action potentials (Figure 2B). Action potentials displayed on average 98 ± 3 mV of amplitude (n=11).

Thus we show that small interneurons grown in contact to conductive MWCNT anticipate the expression of functional markers of maturation, such as the ability to generate voltage dependent currents and action potentials. We believe that this is a genuine phenomenon, in fact previous reports in analogous recording conditions ruled out the possibility that similar or even higher capacitance values in control neurons might limit space-clamp significantly, impairing the detection of action potential or voltage activated currents [22,53–55]. MWCNT growth supports were reported to affect various aspects of excitable cell function in culture [22–24,26,28]. Here, cell adhesion to MWCNT drives the functional maturation of spinal neurons, forcing towards neuronal differentiation regardless the appearance of functional synaptic contacts.

### Carbon nanotubes affect spinal cell gene expression

Since biophysical measures suggested that spinal interneurons grown on MWCNT exhibit a more mature electrophysiological phenotype, we were interested in assessing whether and how this might be related to changes in gene expression.

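Total RNA was taken at 8 days in vitro from 3 control cultures, grown on polyornithine-coated glass, and from 3 CNT cultures. These dissociated spinal cultures hold glia and other non-neuronal cells beside the neurons. The RNA of each culture (100 ng) was amplified, labelled and hybridized to an Affymetrix rat genome array of its own, and the number of arrays limits the precision. The sample labels name Sprague-Dawley rats and RNA extraction with TRIzol and the RNeasy Mini kit, where the paper's methods name Wistar rats and the Absolutely RNA Nanoprep kit. The authors made the deposited values, which are log2 expression, with the RMA algorithm for the probe sets of the manufacturer's definition, whereas the methods name EntrezGene custom files for the paper's own analysis. Of these probe sets, 20826 are paired with 1 gene, 436 with several, 9780 with none, and 57 are controls. Each of 14217 genes was represented by its probe set with the highest mean over the 6 arrays. CNT and control cultures were compared with limma and the p-values adjusted by the Benjamini-Hochberg procedure. With 3 arrays against 3, an exact two-sided permutation test of a single value cannot go below 0.1. As a sign of RNA quality, the 3' probe set of beta-actin exceeded the 5' probe set by 2.20, 0.62 and 0.66 log2 in control cultures 1, 2 and 3 and by 0.92, 2.20 and 1.72 in CNT cultures 1, 2 and 3.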

To this purpose, at day 8 after plating, we performed mRNA profiling experiments to investigate the gene expression level in CNT and in control cultures by means of microarray platforms. As a general observation, the gene profile of cells cultured on MWCNT was very similar to that depicted in control cells. 

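Some genes that mark neurons, myelin and astrocytes had means close to each other on both substrates, while other genes of their lists differed more. The log2 fold change was -0.51 (standard error 0.32) for the neuronal gene Uchl1 and 0.89 (standard error 0.60) for the oligodendrocyte gene Mal. That of Mal was 0.27 without CNT 1 and 1.50 without CNT 3. The astrocyte gene Fgfr3 had a log2 fold change of -0.33 (standard error 0.22). The list of astrocyte markers shifted lower by an amount that changed with the arrays. The neuronal tubulin gene Tubb3 had a log2 expression of 9.60 ± 0.44 (SD, n = 3) in control and 9.57 ± 0.33 (SD, n = 3) in CNT cultures. The myelin gene Mbp was at 14.43 ± 0.11 and 14.47 ± 0.25, and the glutamate transporter gene Slc1a2 of astrocytes at 8.01 ± 0.48 and 7.98 ± 0.54. The 17 astrocyte markers had a median log2 fold change of -0.04 (adjusted p = 0.0440 from camera, adjusted p = 0.629 with an estimated correlation), which did not pass without control 1 (adjusted p = 0.0849) or without control 2 (adjusted p = 0.679), and the direction turned without CNT 3 (adjusted p = 0.894). The astrocyte median was -0.206 without control 3, -0.147 without CNT 1, -0.126 without CNT 2 and 0.058 without CNT 3. The 23 neuron markers had a median log2 fold change of -0.04 (adjusted p = 0.348 from camera, adjusted p = 0.444 with an estimated correlation). They passed camera as lower without control 1 (adjusted p = 0.0402). The neuron median was -0.111 without control 1 and turned positive without control 2 (0.025) or without CNT 3 (0.048). The 30 synaptic and transmitter genes had a median of 0.04 while camera's direction was lower (adjusted p = 0.749). The synaptic median was 0.008 without CNT 1, 0.019 without control 1, 0.064 without control 2 and 0.082 without CNT 3. The 17 oligodendrocyte lineage markers had a median of 0.04 (adjusted p = 0.788 from camera, adjusted p = 0.923 with an estimated correlation). They passed camera as higher without control 2 (adjusted p = 0.0414) or without CNT 3 (adjusted p = 0.00397). The oligodendrocyte median was 0.229 without control 2 and 0.417 without CNT 3. It was negative without control 3 (-0.055), without CNT 1 (-0.088) or without CNT 2 (-0.044). The 12 endothelial markers had a median of 0.13 (adjusted p = 0.229). The endothelial median was -0.005 without CNT 2, 0.062 without control 3 and 0.171 without CNT 3. Across the 14217 genes, the Pearson correlation between a control and a CNT array ranged from 0.969 to 0.994 over the 9 pairs, with a median of 0.982. It ranged from 0.98 to 0.985 among the control arrays and from 0.975 to 0.991 among the CNT arrays. These correlations are across genes, which are not independent replicates. The mean of 106 genes was more than 2-fold higher in CNT cultures and that of 39 genes was below 0.5-fold, together 1.02% of the genes, and 95.8% lay within 1.5-fold. The 1.02% became 0.619% without control 1, 2.26% without control 3 and 2.06% without CNT 3.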

Differentially expressed genes (DEGs) analysis identified a total of 5 down-regulated and 46 up-regulated genes in CNT cultures, when compared to controls (with a fold change (FC) > 2 and FC<0.5, corrected p-value < 0.05, in Table S1). 

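Genes of the antiviral interferon response stood at the top of the fold changes. Mx1, which encodes an antiviral GTPase, had a log2 expression of 9.77 ± 1.77 (SD, n = 3) in control and 12.74 ± 0.24 (SD, n = 3) in CNT cultures, a fold of 7.84. Oas1a, an antiviral oligoadenylate synthetase, had a fold of 7.18 (log2 fold change 2.84, standard error 0.79) and Isg15, a ubiquitin-like modifier, of 6.92 (log2 fold change 2.79, standard error 0.86). Without control 3 the folds of Mx1, Oas1a and Isg15 were 15.8, 12.9 and 13.4, and without control 2 they were 5.13, 4.16 and 4.16. On the lower side were Shisa3 (fold 0.281), the matrix genes Aspn (fold 0.283) and Fbln2 (fold 0.368), and Gas2 (fold 0.365). Without control 1 the folds of Shisa3 and Gas2 were 0.511 and 0.599, and that of Aspn was 0.531 without CNT 2 and 0.188 without CNT 3. No gene passed an adjusted p of 0.05 in limma, in either direction, and the smallest adjusted p was 0.847, for Ch25h and Slco4a1. At an unadjusted p under 0.05, limma gave 342 genes higher and 101 lower, where 711 of the 14217 would be given by chance. These counts moved with the arrays, to 670 and 218 without control 3, 515 and 412 without CNT 3 and 153 and 53 without CNT 2. They were 546 and 54 with median centring. With every probe set by itself 567 probe sets were higher and 693 lower. That setting holds more tests than the 14217 genes, so 711 is not its chance level. The rank product over all 9 pairs of arrays, at a percentage of false positives under 0.05 and the same folds, called 60 genes higher and 5 lower, and 44 of these 65 are in Table S1. Its 5 lower genes were Shisa3, Aspn, Car3, Gas2 and Fbln2. In 845 genes every CNT array lay above every control array and in 291 below, which is 7.99% of the genes against 10% given by chance. Of these, Ch25h, a cholesterol hydroxylase, had a log2 fold change of 1.00 (standard error 0.11), Slco4a1, an organic anion transporter, of 1.53 (standard error 0.18), and Uba7, the activating enzyme for Isg15, of 1.25 (standard error 0.17), and none of the 3 passed. Lower and likewise not past the test were Ly6h (log2 fold change -0.56, standard error 0.13), Igf2r, the receptor that clears insulin-like growth factor 2 (-1.04, standard error 0.28), and the growth factor gene Fgf7 (-0.42, standard error 0.11). Without control 3, limma called 2 genes higher, Mx1 and Prl6a1.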

To elucidate the functional properties of genes which expression changed when cultures were developed on MWCNT supports, we performed Gene Ontology enrichment analysis and we focused on significantly affected biological processes. By this procedure we identified process categories in which gene expression resulted differently modulated by MWCNT substrates. 

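Genes of the connective tissue around the nervous system shifted lower in CNT cultures, as a group. Of 31 fibroblast and meningeal markers, 30 had a negative log2 fold change, with a median of -0.60 (adjusted p = 3.4e-15 from camera with its preset correlation, adjusted p = 0.4004 with an estimated correlation). Among them, the elastic fibre gene Fbln5 had a log2 fold change of -1.21 (standard error 0.42) and the collagen genes Col1a1 of -0.80 (standard error 0.42) and Col3a1 of -0.43 (standard error 0.23). The 15 genes of cadherins and catenins, which join cells, shifted lower with a median of -0.23 (adjusted p = 9.7e-05, adjusted p = 0.352 with an estimated correlation), and Cdh2, the neural cadherin, had a log2 fold change of -0.33 (standard error 0.12). No gene of these lists passed limma's test over all genes or adjusted over the list alone. The 12 smooth muscle and pericyte markers had a median of -0.54 (adjusted p = 4.2e-04, adjusted p = 0.425 with an estimated correlation), which did not pass without the 2 arrays that have the largest beta-actin 3' to 5' difference, control 1 and CNT 2 (adjusted p = 0.621). The 26 proliferation genes had a median of 0.07 (adjusted p = 0.4498, adjusted p = 0.852 with an estimated correlation). They passed as higher without control 3 (adjusted p = 0.00748) or without CNT 1 (adjusted p = 2.6e-04) with the preset correlation. The proliferation median was 0.199 without control 3 and 0.222 without CNT 1. It was 0.002 without control 2 and -0.026 without CNT 3. Of the 34 lists tested, 12 shifted higher and 7 lower with the preset correlation, and none did with an estimated one. Without control 1 the lists that shifted higher were 6, as they were without control 1 and CNT 2 together, and without control 2 those that shifted lower were 4. The fibroblast score of CNT 2, relative to the mean of the 6 arrays, was -1.28 against -0.23 and 0.40 in the other CNT cultures. The list's median was -0.20 without CNT 2, -1.05 without CNT 3 and -0.12 without control 1 and CNT 2. The cadherin median was -0.12 without control 2, -0.11 without CNT 3 and -0.079 without control 1 and CNT 2, and the smooth muscle and pericyte median was -0.205, -0.227 and 0.021 without control 1, without CNT 2 and without both.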

Among the identified genes, several have been described as involved in cell communication (FDR = 0.006), taxis and chemotaxis (FDR = 0.005 and 0.006, respectively), cell growth and differentiation (FDR = 0.006, 0.047 and 0.018, respectively) as well as immune-related functions (FDR=0.022) and inflammation (FDR=0.023; Figure 3; Table S2).

**Figure 3:**
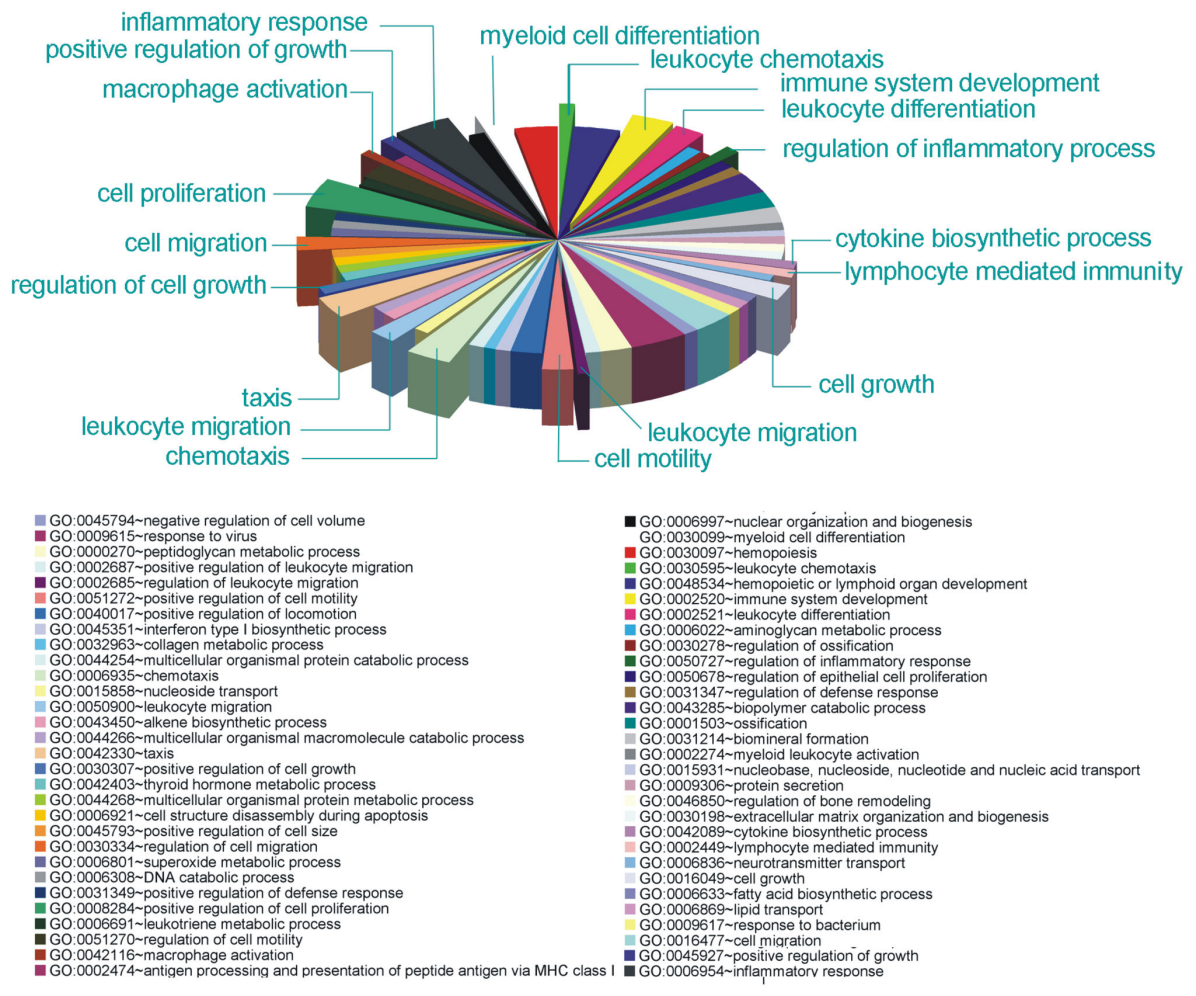
Gene Ontology enrichment analysis showing gene categories whose expression is modulated by MWCNTs. See Table S2 for statistics.

It was particularly noteworthy that, among those genes whose expression was significantly modulated by MWCNT supports, some are potentially involved in neuronal maturation. 

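The Nedd4 gene is measured by 6 probe sets. The probe set with the highest mean had a log2 expression of 13.58 ± 0.07 (SD, n = 3) in control and 13.21 ± 0.22 (SD, n = 3) in CNT cultures, a fold of 0.772 (log2 fold change -0.37, standard error 0.14, adjusted p = 0.999 from limma). Every CNT array lay below every control array. The folds of the other Nedd4 probe sets, from the higher mean to the lower, were 0.847, 0.523, 0.600, 0.372 and 1.04. The rank product did not call Nedd4. Of 10 genes of the Nedd4 family of ubiquitin ligases and their adaptors, none passed over all genes or adjusted over the list alone, and the list had a median log2 fold change of 0.04 while camera's direction was lower (adjusted p = 0.496). Nedd4l, its closest relative, had a log2 fold change of 0.07 (standard error 0.19). None of 12 voltage-gated sodium channel genes passed either, with a median of 0.04 where camera's direction was lower (adjusted p = 0.496). The sodium channel median was -0.048 without control 1 and -0.020 without control 2, and 0.006 to 0.062 without each other array. The median of the Nedd4 family list was -0.012 without control 2 and -0.003 without CNT 2, and 0.018 to 0.067 without each other array. The neuronal channel genes Scn2a and Scn3a had log2 fold changes of -0.43 (standard error 0.26) and -0.16 (standard error 0.22). Scn7a had a log2 fold change of -1.18 (standard error 0.46), the lowest of the sodium channel list. It was -0.57 without control 1 and CNT 2, the arrays with the largest beta-actin 3' to 5' difference. The 29 voltage-gated potassium channel genes had a median of 0.07 (adjusted p = 0.441) and the 17 voltage-gated calcium channel genes one of 0.00 with camera's direction lower (adjusted p = 0.305). The potassium channel median was 0.031 without control 3 and 0.119 without CNT 3. The calcium channel median changed sign, from -0.018 without CNT 1 to 0.039 without CNT 3.

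**Figure D1:**
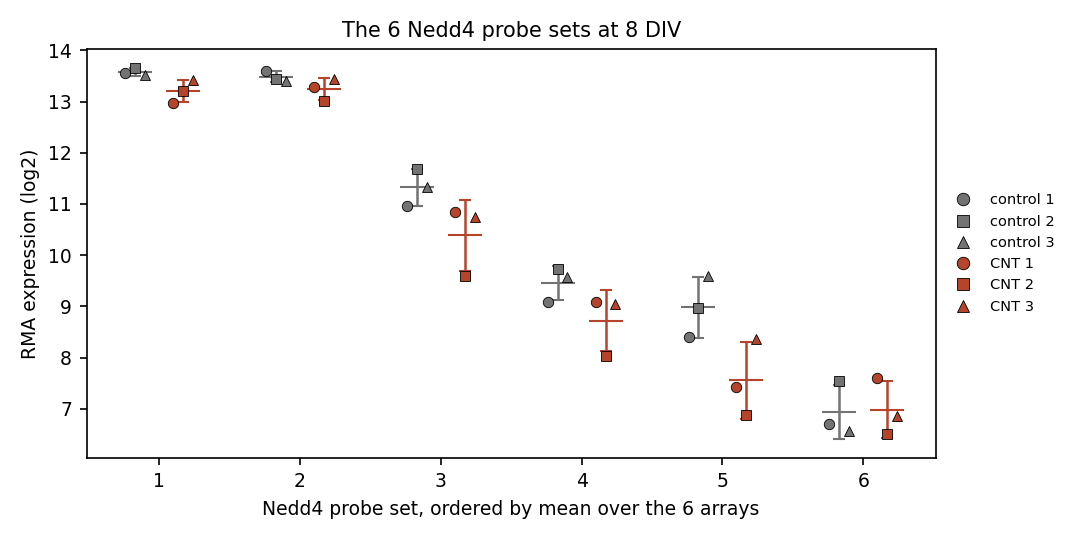
Log2 expression of the 6 Nedd4 probe sets on each array, ordered by their mean, with control cultures in grey and CNT cultures in red. Horizontal lines are means and bars are SD (n = 3), and the fifth probe set has the lowest fold, 0.372.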

*Nedd4* (neural precursor cell-expressed developmentally down-regulated gene 4) encodes for an ubiquitin ligase involved in the degradation of cellular proteins, including Na^+^ voltage-activated channels, and in the negative modulation of neuronal Na^+^ channels activity [56]: its down-regulation in CNT cultures is thus consistent with the presence of a significantly larger neuronal population able to generate action potential (i.e., expressing functional Na^+^ voltage-gated channels). On the other hand, some up-regulated genes also raised particular interest being traditionally involved in neuronal maturation and physiology. In particular *Alox15* and *Robo1* captured our attention. The product of the *Alox15* (arachidonate 15-lipoxygenase) gene is a key cytosolic enzyme in the arachidonic acid metabolism pathways (FDR=0.025, Table 1). The Alox15 protein and its metabolites play important roles in both physiology and pathology in a variety of different tissues [57]. Interestingly, Alox15 is also involved in the modulation of neuronal function such as in axon pathfinding, in particular at the level of the growth cones [58] and in the neuronal protection and survival after axotomy [59]. The *Robo1* (roundabout 1) gene encodes for a membrane receptor and it is expressed both in non-neural tissue (lung and kidney [60,61]) and, more abundantly, in the nervous system (brain, retina and spinal cord), where it plays a pivotal role in axon pathfinding, particularly during the process of midline crossing in the developing spinal cord and hindbrain [62–67]. 

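The log2 expression of Alox15 was 7.48 ± 0.62 (SD, n = 3) in control and 9.00 ± 0.31 (SD, n = 3) in CNT cultures. This is a fold of 2.87 (log2 fold change 1.52, standard error 0.33, adjusted p = 0.999 from limma), and every CNT array lay above every control array. The probe set of Robo1 (roundabout 1) gave 7.20 ± 0.51 (SD, n = 3) in control and 7.09 ± 0.07 (SD, n = 3) in CNT cultures, a fold of 0.928 (log2 fold change -0.11, standard error 0.25, adjusted p = 0.999 from limma). The rank product called Alox15 higher and did not call Robo1. The 39 axon guidance genes, Robo1 among them, shifted lower (median log2 fold change -0.11, adjusted p = 0.00105 from camera, adjusted p = 0.352 with an estimated correlation), and none passed over all genes or adjusted over the list alone. Without control 2 this list did not pass (median -0.0108, adjusted p = 0.0516), and its median was 0.0183 without CNT 3, -0.230 without control 3 and -0.182 without CNT 1. Robo2 had a log2 fold change of -0.05 (standard error 0.19) and Slit2, a ligand of the Robo receptors, of -0.57 (standard error 0.41). The paper reports a higher mRNA level of both genes, which the values of roundabout 1 here do not show. The Table S1 entry Robo1 may be another gene, RoBo-1 (Lypd8l1), though that link is background knowledge. Lypd8l1 had a fold of 3.59. The paper goes on to ask whether the protein levels of Alox15 and Robo1 differed too.

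**Figure D2:**
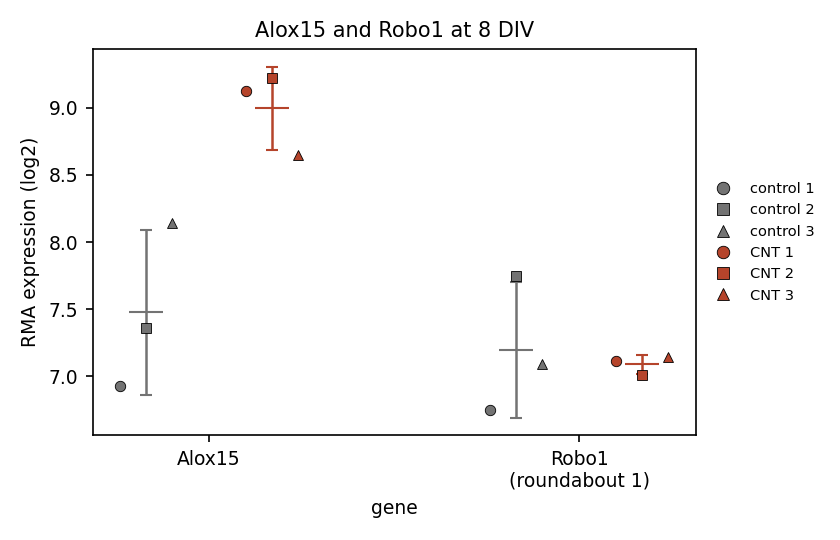
Log2 expression of Alox15 and Robo1 (roundabout 1) on each array, control cultures in grey and CNT cultures in red. Horizontal lines are means and bars are SD (n = 3), and the groups overlap for Robo1 and not for Alox15.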

Since microarray experiments indicated an increased level of the *Alox15* and *Robo1* mRNA, we asked whether they were actually translated into proteins in spinal cultures; that is, we wondered whether interfacing cells with MWCNT platforms affected also their protein level. Upon Western blot experiments, we found that both Alox15 and Robo1 proteins were expressed in control and CNT spinal cultures (Figure 4A and B, left panels). In Figure 4A (plot), the quantification of the Alox15 protein level (normalized to the actin one) showed a significant 58% increase in CNT cultures (0.52 ± 0.12, n=3) with respect to control ones (0.33 ± 0.13, n=3; P<0.05), indicating that the increased Alox15 mRNA corresponds to a parallel raise in the Alox15 protein amount. The presence of the Alox15 protein was also confirmed by immunofluorescence experiments showing that Alox15 was typically localized in the cytoplasm of both control and CNT neurons (confocal images in Figure 4A, bottom). Interestingly, unlike Alox15, the Robo1 protein level (Western blot in Figure 4B) was unchanged in CNT cultures (0.78 ± 0.11, n=3 in control; 0.76 ± 0.24, n=3 in CNT cultures; measures are normalized to the actin level), despite the mRNA increase revealed by the microarray data. The apparent mismatch between the *Robo1* mRNA and the protein level is not surprising, as transcription and translation are governed by independent mechanisms, often with different time constants, therefore these two processes are not always positively correlated [68,69]. Each mRNA has its own rate of decay and translation, and the post-transcriptional and translational steps are regulated by complex and specific mechanisms [69], including microRNA-mediated regulatory loops [70]. The fact that *Alox15* mRNA and protein levels are both increased in CNT cultures compared to controls indicates an *ongoing* rise in the *Alox15* activity at the time point analyzed (8 days *in vitro*, DIV), likely involved in supporting neuronal survival and in guiding neurite processes [58,59]. Conversely, the observation that the *Robo1* mRNA was increased by the MWCNT substrate, while the Robo1 protein was not, suggests a temporal shift between the *Robo1* and *Alox15* MWCNT substrate induced overexpression. More explicitly, the absence of Robo1 additional protein synthesis might indicate a later, within the maturational process, appearance of the effects mediated by the increased Robo1 (for example, at the level of neurite growth [63–67]), i.e. after the developmental stage analyzed (8 DIV). To better clarify the temporal dynamics of *Alox15* and *Robo1* expression, we quantitatively investigated their expression time course by transcript-specific real time PCR amplification (RT-PCR) (Figure 4C) on both control and MWCNT spinal cultures. Both the *Alox15* and *Robo1* gene profiles of CNT cultures from 4 to 10 DIV displayed a progressive increase, which was statistically significant at 10 DIV (n=3 culture series). Interestingly, *Alox15* expression tends to be higher (although not significantly) in MWCNT cultures already at 4 DIVs, while MWCNT impact on *Robo1* expression appears to be delayed compared to *Alox15*. These results support the temporal shift between *Robo1* and *Alox15* overexpression on MWCNT suggested by Western blot experiments, and confirm and strengthen the microarray data.

**Table 1:** Enrichment gene set analysis on KEGG pathways in CNT cultures compared to controls.

**KEGG pathway**	**FDR**
Toll-like receptor signalling pathway	0.000090
Cytokine-cytokine receptor interaction	0.000860
Ubiquitin mediated proteolysis	0.022951
Arachidonic acid metabolism	0.025426
Antigen processing and presentation	0.028659
Complement and coagulation cascades	0.025475
PPAR signaling pathway	0.031632

FDR, fold discovery rate

**Figure 4:**
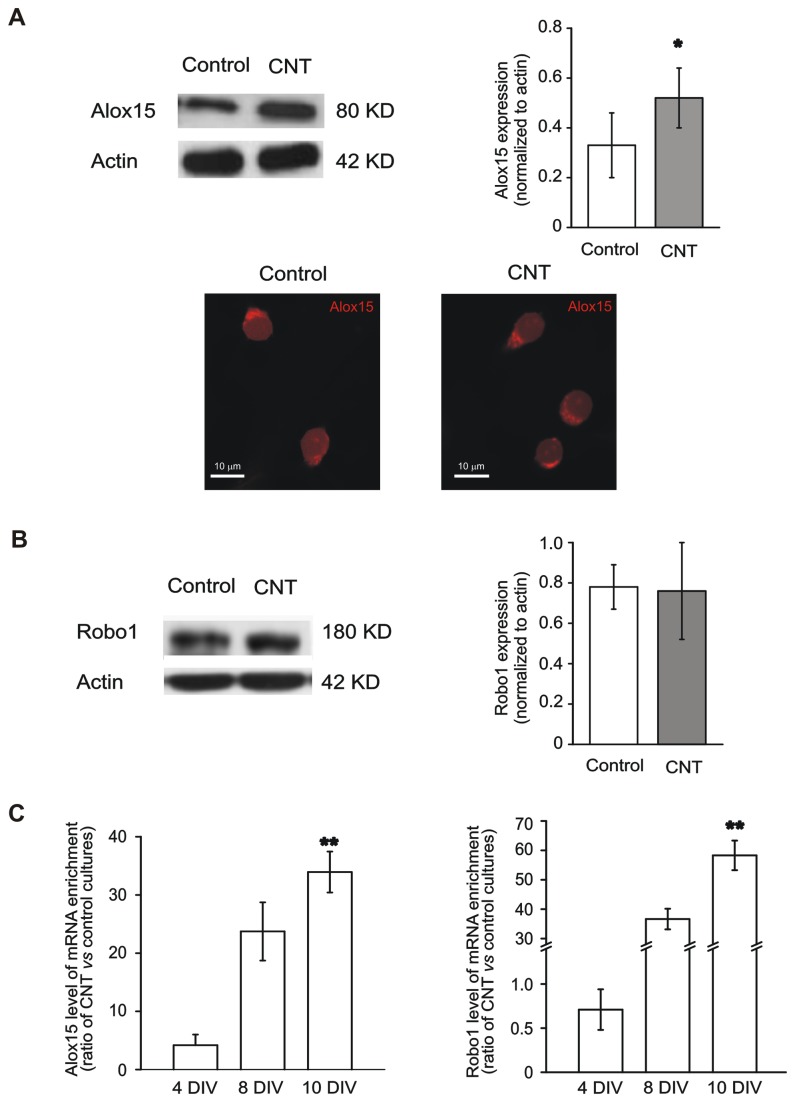
The expression of *Alox15* and *Robo1* is increased by MWCNT substrate. (A) Top left, Western blot analysis of the Alox15 protein (migrated at approximately 80 KD) isolated from control (left lane) and CNT (right lane) spinal cultures, showing the strong increase in Alox15 expression in CNT cultures. Top right, quantification of the Alox15 protein level normalized against actin. Bottom, confocal images of control and CNT neurons, stained using the anti-Alox15 antibody. Note the punctate appearance of strongly Alox15-immunopositive cytoplasmatic structures in both culturing conditions. (B) Left, Western blot analysis of the Robo1 protein (migrated at approximately 180 KD) from control (left lane) and CNT (right lane) cultures. Robo1 expression level is unaffected by the MWCNT substrate (right). (C) Time course of *Alox15* (left) and *Robo1* (right) expression levels by transcript-specific real time PCR in CNT cultures normalized to control. The expression of both proteins is progressively upregulated in CNT cultures during *in vitro* development.

It is interesting to note that the products of both genes, *Alox15* and *Robo1*, are involved in neurite pathfinding; we may speculate that the over-activity of these genes, induced by neuronal sensing of MWCNT scaffold, is related to an improved ability of neuritis, during their development/regrowth, in responding to guiding cues. Ultimately, CNT neurons could be more effective in arresting neurite growth upon target recognition. In accordance to this hypothesis we reported their shorter neurite, reminiscent of the principal axons described in cultured neurons isolated from older animals [71], where axonal growth arrest reflected an advanced maturation stage [72,73].

An additional issue, emerging from gene analysis, concerns the effects of the MWCNT substrate on non-neuronal cell types. Microarray experiments indicated an increase in the transcription of chemokine-related genes (e.g. *Cxcl10*, *Cxcl11*, *Ccl5*) as well as immune response genes, such as *Irf7*, *Ifit1*, *Ifit3*. 

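The 48 measured genes of the type I interferon response, with which cells defend themselves against viruses, shifted higher together in CNT cultures. All 48 had a positive log2 fold change, with a median of 1.41 (adjusted p = 5.3e-43 from camera, adjusted p = 0.352 with an estimated correlation). Irf7, the transcription factor that amplifies this response, had a log2 expression of 10.40 ± 1.47 (SD, n = 3) in control and 13.03 ± 0.34 (SD, n = 3) in CNT cultures, a fold of 6.22. Ifit3 had a fold of 12.9 (log2 fold change 3.69, standard error 1.31) and Ifit1 of 2.31 (log2 fold change 1.21, standard error 0.46). Without control 3 the folds of Ifit3 and Irf7 were 37.4 and 10.5, and without control 2 they were 7.10 and 3.81. Without control 1 the fold of Ifit3 was 8.04. Among chemokines, which attract immune cells, Cxcl10 had a fold of 3.52 (log2 fold change 1.82, standard error 0.82) that was 6.28 without control 3, Cxcl11 of 2.96 (log2 fold change 1.56, standard error 0.52) and Ccl5 of 2.41 (log2 fold change 1.27, standard error 0.34). The adjusted p of each of these 6 genes was 0.999 in limma. The CNT and control arrays overlapped for Cxcl10 and Ifit1, and the rank product called each of the 6 but Ifit1. None of the 48 interferon genes passed over all genes, and 42 were higher and none lower adjusted over the list alone. Of the 48, 22 are in Table S1, so their direction is not independent evidence, since the study chose them on these arrays. The 33 genes of chemokines and their receptors shifted higher with a median of 0.27 (adjusted p = 5.5e-05, adjusted p = 0.352 with an estimated correlation), and none passed adjusted over the list alone. The chemokine median was 0.434 without control 2 and 0.17 without CNT 3. The 18 genes of antigen presentation by MHC class I shifted higher with a median of 0.72 (adjusted p = 7.4e-13, adjusted p = 0.352 with an estimated correlation), and 10 passed adjusted over the list alone, among them the immunoproteasome gene Psmb8 (log2 fold change 0.97, standard error 0.14). The interferon score of control 3, relative to the mean of the 6 arrays, was 0.18, against -1.03 and -1.45 in the other control cultures and 0.39 to 1.11 in CNT cultures. Markers of microglia and macrophages moved the same way, with a mean score of the interferon genes that exceeded theirs by 1.16 log2 more in CNT than in control cultures (standard error 0.60).

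**Figure D3:**
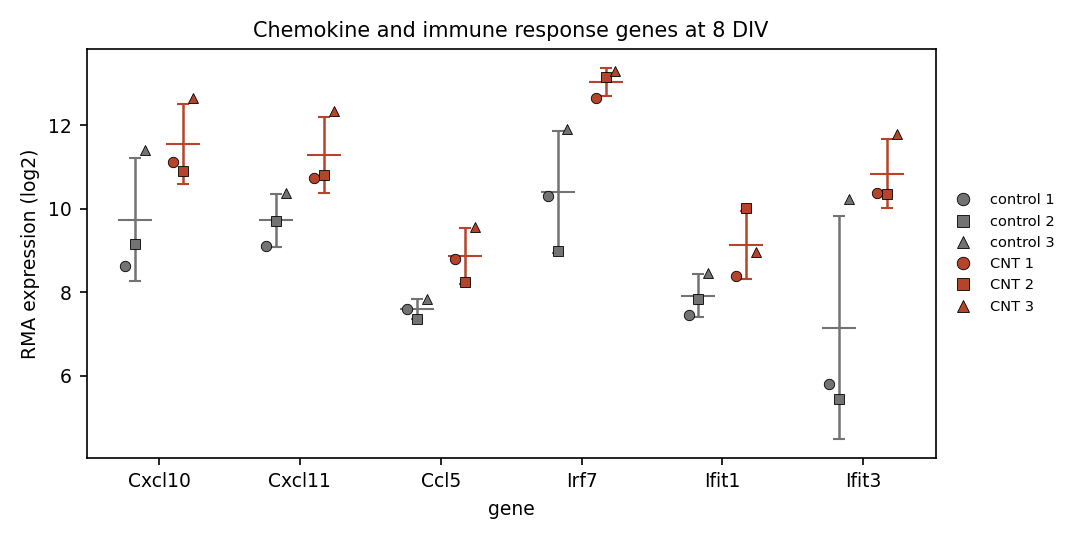
Log2 expression of Cxcl10, Cxcl11, Ccl5, Irf7, Ifit1 and Ifit3 on each array, control cultures in grey and CNT cultures in red. Horizontal lines are means and bars are SD (n = 3), and control 3 is the highest control culture for all 6 genes.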

Alox15 itself has been recently addressed as implicated in biosynthesis of inflammatory mediators in phagocytes [74,75]. Moreover, by interrogating KEGG pathway database (Kyoto Encyclopedia of Genes and Genomes [42]), we found significant over-representation of pathways involved in immune-related function, such as Toll like Receptor signalling (FDR=0.000090), cytokine-cytokine interaction (p-val 0.00086) and the arachidonic cascade (FDR=0.025), as shown in Table 1. 

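Genes of Toll-like receptor signalling, by which cells sense microbes, shifted higher in CNT cultures. Of 37 measured, 30 had a positive log2 fold change, with a median of 0.38 (adjusted p = 2.4e-06 from camera, adjusted p = 0.352 with an estimated correlation). The median was 0.246 without control 1, 0.586 without control 3 and 0.125 without control 1 and CNT 2, the arrays with the largest beta-actin 3' to 5' difference. The receptor genes Tlr4 and Tlr7 had log2 fold changes of 0.58 (standard error 0.16) and 0.68 (standard error 0.25). Of 29 genes of arachidonic acid metabolism, 22 had a positive log2 fold change, with a median of 0.14 (adjusted p = 0.00452, adjusted p = 0.352 with an estimated correlation). Beside Alox15 they included Alox5, which starts leukotriene synthesis, with a fold of 1.41 (log2 fold change 0.50, standard error 0.18), and the cyclooxygenase gene Ptgs1, with a fold of 1.58 (log2 fold change 0.66, standard error 0.25). The 21 inflammatory cytokine genes had a median of 0.15 (adjusted p = 0.00140, adjusted p = 0.352 with an estimated correlation), and Il1b and Tnf had log2 fold changes of 0.68 (standard error 0.80) and 0.59 (standard error 0.43). No gene of these 3 lists passed limma's test over all genes or adjusted over the list alone. Since limma called no gene, over-representation was tested among the rank product calls, after the data were seen. Genes of the Toll-like receptor list were over-represented (4 called, adjusted p = 1.99e-04 by Fisher's exact test, one-sided). So were chemokine genes (4 called, adjusted p = 1.67e-04 by the same exact test). No gene of a Toll-like receptor itself was called. The calls of the Toll-like receptor list include Irf7 and Ccl5. Ccl5 is among the chemokine calls too, so these 2 results are not independent. Of the arachidonic acid genes Alox15 alone was called (adjusted p = 0.397 by the same exact test). All of these calls are Table S1 genes, which the study chose on these arrays, so the over-representation is not independent evidence. Without control 1 and CNT 2 the arachidonic acid list did not pass (median 0.071, adjusted p = 0.140), and the cytokine list did not pass without control 1 (adjusted p = 0.0638) or without CNT 3 (adjusted p = 0.262). Without control 3 the medians of the arachidonic acid and cytokine lists were both 0.242, and the cytokine median was 0.236 without CNT 1 and 0.266 without CNT 2. The lists were written by hand and are not those of KEGG. From such over-representation and the genes above, the paper proposes that a higher density of microglia and macrophages on MWCNT could account for the immune-related changes.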

GO enrichment additionally showed also over-represented categories involved in macrophage activation, immune system development and myeloid cell differentiation (Figure 3 and Table S2). 

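Markers of microglia and macrophages, the phagocytes of the nervous system, shifted higher in CNT cultures. Of 33 measured, 31 had a positive log2 fold change, with a median of 0.37 (adjusted p = 2.9e-06 from camera, adjusted p = 0.444 with an estimated correlation). The Fc receptor gene Fcgr1a had a fold of 1.90 (log2 fold change 0.93, standard error 0.23), Ly86 of 1.96 (log2 fold change 0.97, standard error 0.26) and the lipopolysaccharide co-receptor gene Cd14 of 1.55 (log2 fold change 0.63, standard error 0.19). Csf1r and C1qa, which microglia express abundantly, had folds of 1.16 (log2 fold change 0.22, standard error 0.37) and 1.11 (log2 fold change 0.15, standard error 0.18). The 22 genes of activated and lipid-laden phagocytes shifted higher with a median of 0.58 (adjusted p = 1.8e-07, adjusted p = 0.425 with an estimated correlation). Of these, 5 are in Table S1, which the study chose on these arrays, and the macrophage metalloelastase gene Mmp12 had a fold of 4.49 (log2 fold change 2.17, standard error 1.43), which was 2.14 without control 1, 13.7 without control 3 and 2.86 without CNT 3. No gene of either list passed limma's test over all genes, and adjusted over the list alone no microglia marker and 1 phagocyte gene, Ch25h, passed. The microglia score of control 1 was -0.62 relative to the mean of the 6 arrays, against -0.15 to 0.42 in the other 5. Without control 1 the microglia list did not pass (median 0.09, adjusted p = 0.0531), nor did it without control 1 and CNT 2, the arrays with the largest beta-actin 3' to 5' difference (median 0.0016, adjusted p = 0.672). Without CNT 2 the microglia median was 0.120, and the median of the phagocyte list was 0.195 without control 1 and 0.212 without control 1 and CNT 2. The 11 markers of border-associated and peripheral macrophages shifted higher with a median of 0.19 (adjusted p = 0.0205, adjusted p = 0.444 with an estimated correlation), which did not pass without the 2 of them that are in Table S1 (median 0.142, adjusted p = 0.262), without control 1 (adjusted p = 0.485), without control 2 (adjusted p = 0.0934), without CNT 3 (adjusted p = 0.238) or without control 1 and CNT 2 (adjusted p = 0.516). These 2, Ccr1 and Lyve1, had log2 fold changes of 2.29 (standard error 1.00) and 1.70 (standard error 0.46) and did not pass limma's test, and that of Ccr1 was 1.43 without control 1 and 3.45 without control 3.

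**Figure D4:**
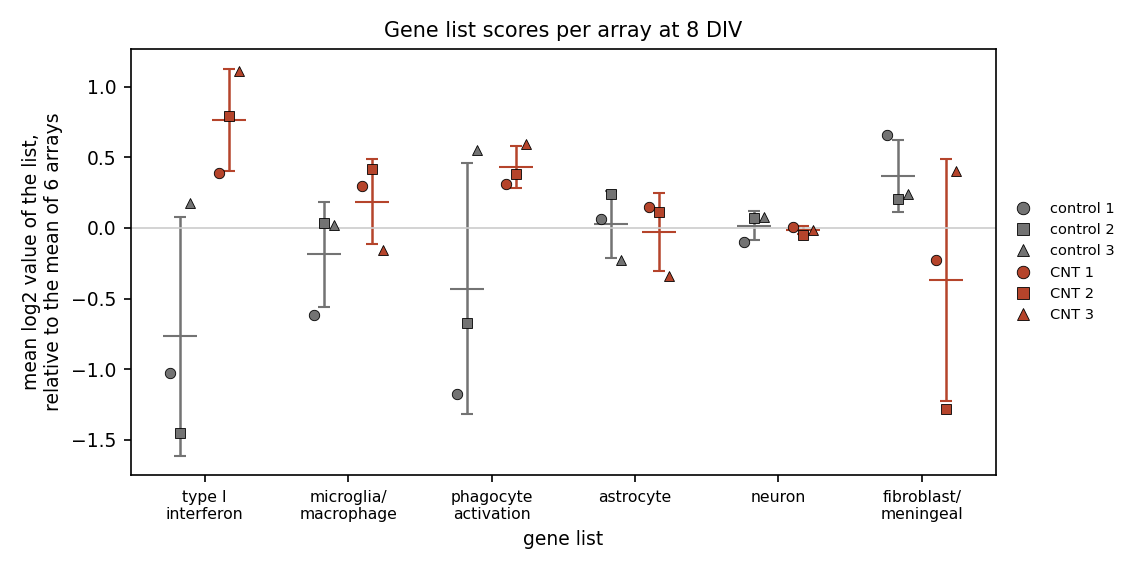
Mean log2 value of the genes of 6 lists on each array, relative to the mean of the 6 arrays, control cultures in grey and CNT cultures in red. Horizontal lines are means and bars are SD (n = 3), and the interferon scores of the CNT cultures all lie above those of the control cultures.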

Since an increased density of microglial/macrophagic cells on MWCNT could account for this result, we performed immunofluorescence experiments using antibodies against the microglia/macrophage specific marker Iba1 (Ionized calcium binding adaptor molecule 1; Figure 5A [76]) and we found that the density of Iba1-positive cells was significantly increased in CNT cultures (43 ± 6 cells/mm^2^, n=5 cultures) compared to control ones (27 ± 5 cells/mm^2^, n=5 cultures; P<0.05; plot in Figure 5A).

**Figure 5:**
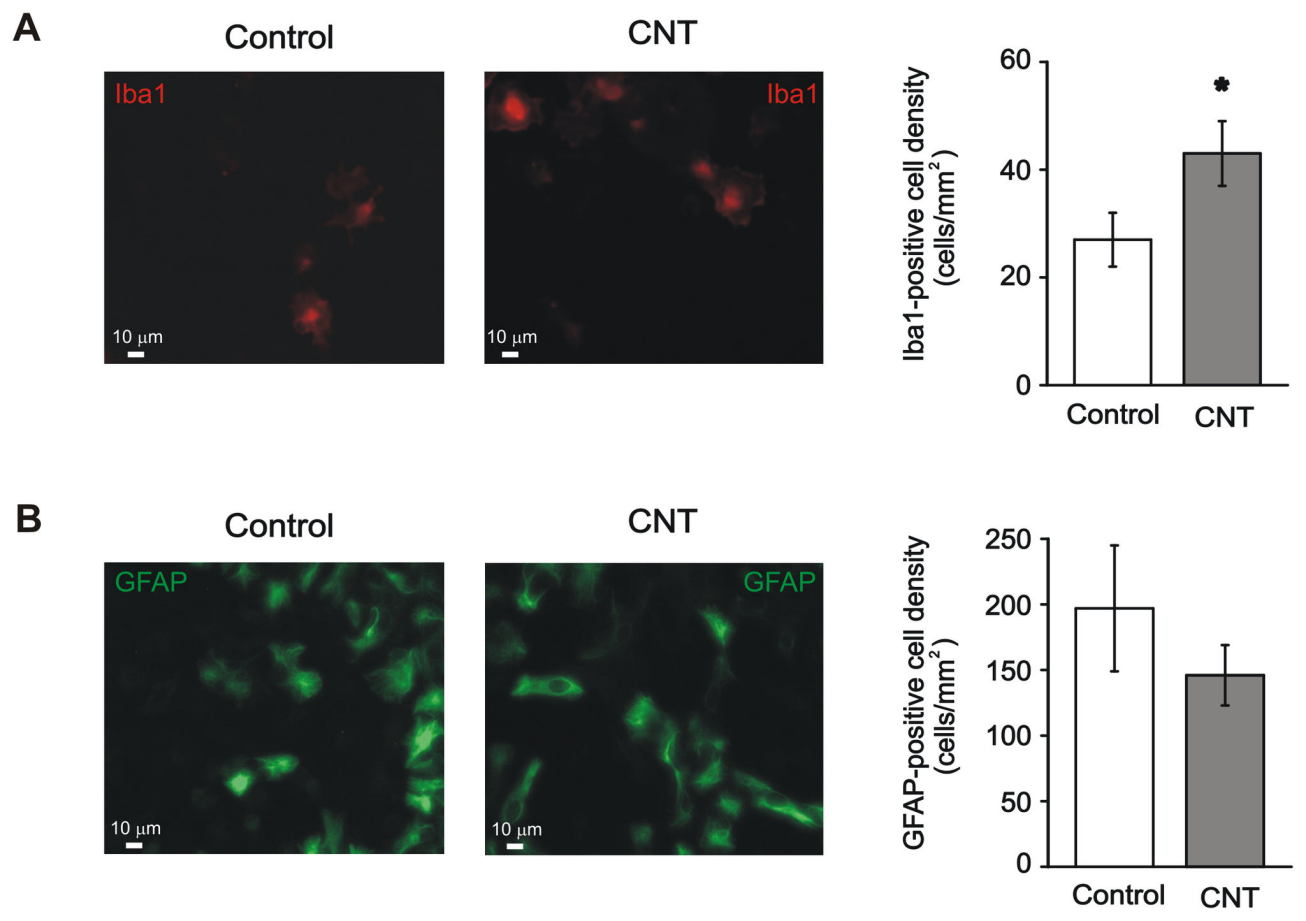
MWCNTs impact on the density of non-neuronal cells in spinal cord cultures. (A) Left, images of control and CNT spinal cultures immunostained for the microglia/macrophage marker Iba1. Right, the density of Iba1-positive cells is increased in CNT cultures (*: P<0.05). (B) Left, images of control and CNT spinal cultures immunostained for the glial marker GFAP. Right, the density of GFAP-positive cells is similar in control and CNT cultures.

The higher number of Iba-1 positive cells might be related to higher adhesion of this cell category to MWCNT. Alternatively, an increased proliferation, underlying an on-going ignition of reparative or inflammatory processes in the cultured samples, could be involved. Although we cannot exclude the presence of proliferation due to inflammation, several observations argue against this interpretation. In our experiments CNT neurons display a healthy morphology and healthy electrophysiological properties, with no apparent signs of degeneration or even sufferance. In addition, the density of astrocytes, visualized as Glial Fibrillary Acidic Protein (GFAP)-positive cells by immunofluorescence, was the same in control (197 ± 48 cells/mm^2^, n=4 cultures) and on MWCNT (146 ± 23 cells/mm^2^, n=4 cultures; Figure 5B), with no sign of reactive gliosis usually accompanying inflammatory responses [77,78]. Finally, Iba-1 positive cells did not display in CNT cultures a different morphology when compared to controls (control: 88.9% amoeboid morphology, 7.9% round, 1.6% rod-like, 1.6% ramified, n=63 cells; CNT: 85% amoeboid, 8.8% round, 3.7% rod-like, 2.5% ramified, n=80 cells [76,79]), suggesting the absence of a functional switch towards activated microglia. Thus, in view of these observations and of the increasing evidences that microglia can also be involved in central nervous system repair [80], we favour the hypothesis of an improved microglia adhesion instead of proliferation due to a reparative activity on MWCNT.

### Conclusion and physiological relevance

Overall here we described a facilitation of functional maturation of spinal neurons on MWCNT accompanied by a selective modulation of gene expression. Our data do not allow establishing a direct cause effect relationship between the MWCNT, gene expression and neuronal behavior. Our hypothesis is that MWCNT might boost the neuronal adhesion to the substrate, triggering the activation of a cascade of intracellular signaling events mediated by adhesion structures that led to long-term changes in transcriptional regulation, differentiation and survival [3,81]. This hypothesis is supported by the observed adhesion modality of neurons to MWCNTs, displaying typical tight membrane contacts (shown in Figure 1C) that are absent in fibers grown on control substrate (Figure S1 A). Furthermore, by Western blot experiments we observed that the expression of the focal adhesion-associated protein paxillin [82,83] is increased in spinal cultures grown on the MWCNT substrate compared to control (Figure S1 B). Paxillin is involved in focal adhesions-mediated intracellular signaling pathways [82,83], and cell attachment to different substrates is known to selectively modulate gene expression [84]. For example, the adhesion-mediating receptors of the integrin family regulate inactivating K^+^ currents in hippocampal neurons [85], while cadherins mediate the formation of functional, action potential-generating neuronal networks [86]. The strong neuronal adhesion/interaction with MWCNT is therefore likely to recruit similar classes of adhesion molecules and initiate certain cascades of events.

Alternatively, the physical and chemical features together with the topography of MWCNT might improve the reparative ability of the dissociated spinal cells, due to higher density, or activation, of microglia cells and increasing the transcription of molecules involved in neuronal survival after damage [59] and that play important roles in neurite pathfinding [58,63–67].

In this framework, MWCNT scaffolds may possess physical and chemical properties able to improve recovery and promote excitability of dissociated neonatal neurons. On the other hand, MWCNT may trigger microglial reparative processes leading to an accelerated maturation of neurons, mimicking an aging environment.

## Supporting Information

Table S1 **Complete list of differentially expressed genes in CNT cultures compared to control.** Differentially expressed genes (DEGs) analysis identified a total of 5 down-regulated and 46 up-regulated genes in CNT cultures compared to controls (with a fold change (FC) > 2 and FC<0.5, corrected p-value < 0.05.
(DOC) Click here for additional data file.

Table S2 **List of the Gene Ontology biological processes with statistics.**
(DOC) Click here for additional data file.

Figure S1 **Carbon nanotubes boost cell adhesion to the substrate (A) Scanning electron microscope images showing neuronal fibers grown on MWCNTs (top) or on control substrate (bottom).** The tight contacts with the substrate typical of fibers grown on MWCNTs (arrows) are not present on control ones. (B) Western blot analysis of the paxillin protein (migrated at approximately 65 KD) from control (left lane) and CNT (right lane) cultures. Paxillin expression (normalized to actin) is higher on MWCNTs compared to control substrate (0.86 vs 0.42, respectively; one culture series).
(TIF) Click here for additional data file.

# Supplementary material for: Adhesion to Carbon Nanotube Conductive Scaffolds Forces Action-Potential Appearance in Immature Rat Spinal Neurons
**Source:** PLoS One. 2013 Aug 12;8(8):e73621. doi: 10.1371/journal.pone.0073621
**Supplement:** Table S1 — Complete list of differentially expressed genes in CNT cultures compared to control. Differentially expressed genes (DEGs) analysis identified a total of 5 down-regulated and 46 up-regulated genes in CNT cultures compared to controls (with a fold change (FC) > 2 and FC<0.5, corrected p-value < 0.05.

**Table S1**. Complete list of differentially expressed genes in CNT cultures compared to control. Differentially expressed genes (DEGs) analysis identified a total of 5 down-regulated and 46 up-regulated genes in CNT cultures compared to controls (with a fold change (FC)>2 and FC<0.5, corrected p-value<0.05.

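Of the 51 genes of Table S1, 47 were found among the deposited probe sets, 42 higher and 5 lower in the table. Their direction in the deposited values was that of the table for 46, all but roundabout 1. The interferon-response genes Rsad2 and Oasl had log2 fold changes of 3.00 (standard error 1.10) and 2.83 (standard error 0.97), and Slfn4, of the Schlafen family, of 2.92 (standard error 0.66). Without control 3 they were 4.27, 3.87 and 3.68, and without control 2 those of Rsad2 and Oasl were 2.26 and 2.01. Gas2 had a log2 fold change of -1.45 (standard error 0.59). None of the 47 passed limma's test over all genes, 35 had an unadjusted p under 0.05, 29 passed adjusted over the list alone and the rank product called 44. The study chose these genes on these arrays, so the counts are not independent evidence. In 30 of the 47 every CNT array lay beyond every control array in the table's direction, where chance gives 10% in both directions together for genes that were not selected on these arrays. Across the 47 genes the log2 fold changes had a Pearson correlation of 0.954 and a Spearman correlation of 0.920 with those of the paper's Table S1 (permutation test, p = 1e-04 for each, the smallest that the permutations can give). Genes are not independent replicates. The median absolute difference from the paper's value was 0.03 log2, and 41 genes lay within 0.25.

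**Figure D5:**
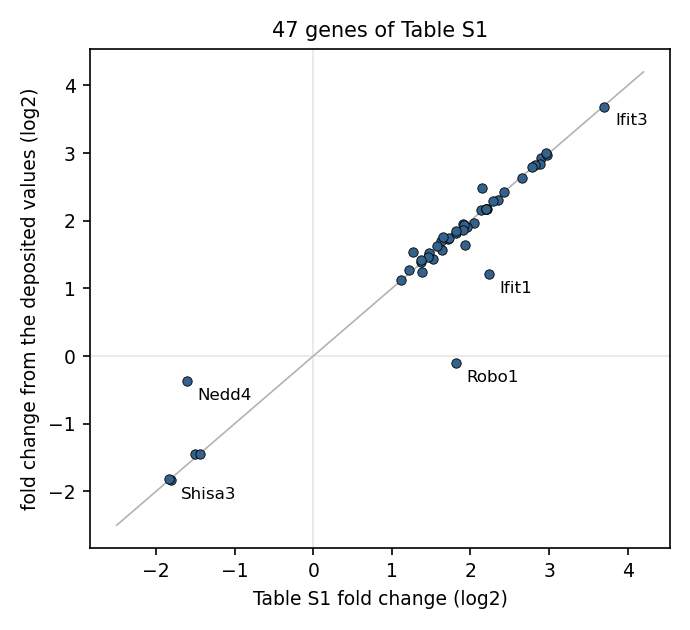
Log2 fold change of 47 genes from the deposited values (vertical axis) against the log2 of the fold change that Table S1 gives (horizontal axis), each point a gene and the line marking equal values. Robo1, Ifit1 and Nedd4 lie away from the line.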

# Supplementary material for: Adhesion to Carbon Nanotube Conductive Scaffolds Forces Action-Potential Appearance in Immature Rat Spinal Neurons
**Source:** PLoS One. 2013 Aug 12;8(8):e73621. doi: 10.1371/journal.pone.0073621
**Supplement:** Table S2 — List of the Gene Ontology biological processes with statistics.

**Table S2**. Categories of the biological processes of gene ontology with statistics.

How the deposited data were processed for this re-analysis (not part of the article)

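Gene expression was measured at 8 days in vitro in 3 control cultures on polyornithine and in 3 CNT cultures of dissociated spinal cord from newborn rats, with 1 Affymetrix array per culture. All 6 arrays were used. The authors made the deposited log2 expression values with RMA, whose version is not given, for the manufacturer's probe sets. The paper's own analysis used EntrezGene custom files, the rank product with each sample as a separate origin, and a percentage of false positives of 0.05. The deposited values were not normalized again in the main analysis.

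Control probe sets and probe sets paired with several genes or with none were left out. This was extended to control probe sets after the values were seen, and it leaves Actb and Gapdh without a value. Each of 14217 genes was represented by its probe set with the highest mean over all arrays. CNT and control cultures were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05, and without pairing the samples. The number of arrays limits the precision.

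Of 34 gene lists, written before the data were examined, 754 of 848 entries were found on the array. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and the p-values were adjusted over the lists. Members were also adjusted over the list alone. A list score is the mean over the list's genes on an array. Over-representation was tested with Fisher's exact test against all genes tested.

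The rank product was written out anew, since its package was not used. Its percentage of false positives was estimated from permutations of the genes within each array, which treats genes as independent. Its count moved with the random draws. With 1000 permutations, 4 random seeds gave from 57 to 68 genes higher. The number was therefore raised to 10000 after these counts were seen, where 3 seeds gave 59, 60 and 61 higher and each gave 5 lower. The count of 60 comes from the seed used from the start.

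The methods were tested on simulated data with the real genes' means and spreads, 3 arrays against 3, and 200 of 14217 genes changed. Limma called 53.7% of the genes changed by a log2 of 1, 89.6% at a log2 of 2 and 97% at a log2 of 3, and 7 of 14017 unchanged genes. The rank product, with 1000 permutations, called 8.96%, 100% and 100% of the same genes and 47 unchanged genes, which were 25.3% of its calls. Limma's shares need not hold for genes with a wide spread between cultures. In the real data Ifit3 had a log2 fold change of 3.69, with an SD of 2.67 in control cultures, and did not pass limma's test.

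The genes named in the text were set by a rule. It took the genes that the paper's text names, the 10 Table S1 genes with the highest fold change there and its 5 lower ones, the values of which had been seen, and the 10 genes in each direction past the threshold with separated groups. As none passed, these were filled with the genes of smallest unadjusted p. From each list it took up to 4 genes of smallest unadjusted p and up to 2 of highest mean. Prl6a1 and other genes outside the rule were named after their values were seen.

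The alternatives set before the data were examined were eBayes with a trend and robust fit, array weights, a replicate block, the mean of a gene's probe sets, every probe set by itself, leaving out the dimmest 30% of genes, quantile normalization, cyclic loess, median centring, leaving out each array in turn, the rank product over 9 pairs or over 3 pairs of equal number, and the lists without the Table S1 genes. Added after the data were seen were the beta-actin 3' to 5' difference as a covariate, leaving out the 2 arrays in which it is largest, and over-representation among rank product calls. KEGG and Gene Ontology tables were not analysed here.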

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

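The tests of explanations for the interferon and fibroblast patterns were chosen only after the results were seen, while the list tests, leaving out each array and the comparison with other splits of the arrays were set before.

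Interferon-response genes outside Table S1 were higher in CNT cultures, with a median log2 fold change of 0.80 over 26 genes (adjusted p = 8.4e-24 from camera, adjusted p = 0.404 with an estimated correlation). A difference in RNA quality stays open. Without the 2 arrays with the largest beta-actin 3' to 5' difference, the median of the whole list of 48 genes was 1.319. The difference of the interferon score was then 1.386 with a standard error of 0.891. That setting cannot decide, since the CNT arrays left had larger beta-actin differences (0.92 and 1.72) than the control arrays left (0.62 and 0.66). Their interferon scores followed the same order. With the beta-actin difference as a covariate, the interferon score was 1.543 log2 higher in CNT cultures with a standard error of 0.65. That exceeds 2 standard errors but rests on a straight-line fit to 6 arrays. An exchange of a control and a CNT array stays open. The lowest CNT score exceeded the higher score of controls 1 and 2 by 1.416 log2, where the SD of the CNT scores was 0.362. That comparison leaves out control 3, with a score of 0.18 against 0.39 in CNT 1. It takes the labels of controls 1 and 2 as right, so it cannot show an exchange of either. With control 3 and CNT 1 exchanged, limma gave 1558 genes at an unadjusted p under 0.05. With control 2 and CNT 3 exchanged it gave 3239, against 443 at the real split. A single wrong label stays open too. The difference of the score was at least 1.189 log2 with 1 array left out. It did not exceed 2 standard errors without control 1 or without control 2 (standard errors 0.8408 and 0.6381). A larger share of microglia and macrophages stays open, although microglia markers had smaller log2 fold changes (0.97 in Ly86, the highest of 33, and a median of 0.0016 without control 1 and CNT 2) and the 11 peripheral macrophage markers a median of 0.19, since the interferon score exceeded the microglia score by 1.158 log2 more in CNT cultures with a standard error of 0.598, and without control 1 and CNT 2 by 1.343 with a standard error of 1.01, neither of which exceeds 2 standard errors. A response of the cells to the substrate is among the open explanations and was not tested apart from these.

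Fibroblast and meningeal markers, which the paper does not discuss as a group, had a median log2 fold change of -0.6021. The shift may come from few such cells in 1 culture, since without CNT 2 the median was -0.1961. RNA quality, as the beta-actin difference measures it, stays open. Control 1 and CNT 2 have the same difference of 2.20 log2. The fibroblast score of control 1 exceeded that of CNT 2 by 1.944 log2 with a standard error of 0.89. That comparison cannot decide, since it rests on 1 array of each group, picked after the results were seen. Control 1 has the highest score of all arrays (0.66) and CNT 2 the lowest (-1.28). With the beta-actin difference as a covariate the median was -0.6497, and it was -0.12 without both arrays. The shift of the score with the covariate, -0.7194 log2 with a standard error of 0.6288, does not exceed 2 standard errors, so a shift beyond the spread between arrays is not shown. An effect of the substrate on these cells stays open and was not tested.

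MHC class I presentation genes outside Table S1 had a median log2 fold change of 0.6725 (adjusted p = 9.9e-12 from camera, adjusted p = 0.404 with an estimated correlation), and the paper's Table 1 lists antigen processing and presentation among its pathways. The rank product called 21 genes outside Table S1, of which 20 were higher and 1 lower, Car3. Not all 21 are sure to lie outside it, since 4 Table S1 genes were matched to no probe set and since Lypd8l1, the Table S1 membership of which is open, is among the 21. This number moves with the random draws, from 20 to 22 over 3 random seeds with 10000 permutations and from 18 to 29 over 4 seeds with 1000. Oas1b, Pilra and Slfn5, with a percentage of false positives of 0.0495, 0.0496 and 0.0496, lie close to the threshold.

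The 6 arrays can be split 3 against 3 in 10 ways, which is too few for a share under 0.05. Limma called 0 genes at the real split (443 at an unadjusted p under 0.05, and 65 by the rank product), and the highest count at another split was 0, so that 10 of 10 splits gave a count as large. The unadjusted count was higher than 443 at the splits with 484, 528, 726, 778, 1558 and 3239 genes. It was lower at those with 71, 103 and 134. For the rank product the real count was 65 and the highest other 275, with 1000 permutations at the other splits, and 3 of 10 splits gave as many. For the lists past camera the real count was 19 and the highest other 18, and 1 split, the real one, gave as many. The interferon median was 1.405 and the highest other 1.184, and 1 split, the real one, gave as much. The split of control 1, control 3 and CNT 3 against the others called the 275 genes and had 3239 genes at an unadjusted p under 0.05, which points to a structure of the samples that crosses the substrates.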

How the results depend on the processing

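The settings with the beta-actin 3' to 5' difference, and over-representation among rank product calls, were chosen only after the results were seen. Where a value changed, the cause was not tested. Limma called 0 genes in either direction at each setting but 1, and leaving out each array in turn gave 0 to 2 higher and 0 lower, the 2 without control 3. Whether samples of equal number share a culture series stays open. The deviations of control 1 and CNT 1 from their group means had a correlation of -0.127. Those of control 2 and CNT 2 had one of 0.361 and those of control 3 and CNT 3 of 0.513, against 0.683 for control 2 and CNT 1. That comparison cannot decide, since deviations from a mean of 3 arrays depend on each other. With a replicate block limma's count was 0 all the same. At an unadjusted p under 0.05 the block gave 498 genes higher and 179 lower, against 342 and 101 in the main setting. The rank product called 60 higher and 5 lower over all 9 pairs, and 82 and 9 over pairs of equal number. Of the Table S1 genes it called 44 and 45, and leaving out each array in turn limma called 0 to 2. The lists that shifted higher, 12 in the main setting, were 6 to 13 leaving out each array in turn, 6 without the 2 arrays with the largest beta-actin difference, 0 with an estimated correlation and 0 with fry. Those that shifted lower, 7 in the main setting, were 4 to 7 leaving out each array in turn, 0 with an estimated correlation and 0 with fry. With an estimated correlation the adjusted p was 0.352 for interferon, MHC class I, chemokine, Toll-like receptor and arachidonic acid genes, 0.444 for microglia and 0.4004 for fibroblast markers. With fry it was 0.324 for interferon, 0.234 for MHC class I and arachidonic acid, 0.399 for chemokine and Toll-like receptor genes, and 0.520 for microglia and fibroblast markers. Without the 2 arrays it was 0.140 for arachidonic acid genes and 0.672 for microglia, and leaving out each array in turn it was 4.7e-09 to 0.0531 for microglia. Camera's direction was reversed for MHC class II genes without the 2 arrays (adjusted p = 0.516) and for astrocyte markers without CNT 3 (adjusted p = 0.894), neither past the threshold, and leaving out each array in turn the astrocyte markers had an adjusted p of 0.00274 to 0.894. Over-represented lists were 8 among rank product calls and 0 in the main setting. The median correlation between groups was 0.942 with the dim genes left out. The percentage of genes beyond 2-fold was 0.619 to 2.26 leaving out each array in turn and 0.598 without the 2 arrays. Of 2946 fits of 213 named genes under the settings set beforehand, 1 had an adjusted p under 0.05 in limma, and 18 moved by more than the spread between replicates. Arrays give signal over background, so that genes near background are measured with little precision.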

Differences from the paper's values

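At the paper's stated fold thresholds and an adjusted p of 0.05, the paper reports 46 genes higher in CNT cultures and limma gave 0 (66 genes higher at an unadjusted p under 0.05 and the same folds). The paper reports 5 lower and limma gave 0 (11 lower at an unadjusted p under 0.05 and the same folds). These unadjusted counts ranged from 35 to 227 higher and from 0 to 116 lower leaving out each array in turn. Among the alternatives set before the data were examined, the rank product over all 9 pairs gave 60 and 5, within 1.5 times the paper's counts, while the rank product over pairs of equal number gave 82 and 9 and the limma alternatives gave 0 to 2 and 0, outside them. The paper names the rank product as its method. The number of permutations behind the 60 was raised after the counts were seen, and with 1000 permutations 4 random seeds gave 57 to 68.

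Table S1 gives the paper's fold of 3.52 for Robo1, and the deposited values of roundabout 1 gave 0.928. No alternative set before the data were examined came within the paper's value. For Ifit1 the paper's fold is 4.72 and the deposited values gave 2.31. All alternatives stayed more than 1.5 times below the paper's fold, and leaving out control 3 (2.79) and leaving out CNT 1 (2.97) came within it only by the spread between replicates. The rank product, which calls the other genes of its sentence, did not call Ifit1. For Nedd4 the paper's fold is 0.329 and the deposited values gave 0.772, and no alternative with 1 value per gene came within the paper's value. With every probe set by itself, 1 of the 6 (0.372) lay within 1.5 times the paper's fold, 1 (0.523) within the spread between replicates only, and the other 4 did not.

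The other 44 of 47 genes of Table S1 had a fold within 1.5 times the paper's or within the replicate spread. The paper states that Robo1 mRNA was higher in CNT cultures, and roundabout 1 had a log2 fold change of -0.11 here, while Alox15, of which the paper states the same, had one of 1.52. The paper also reports a rise of Robo1 in CNT cultures by real-time PCR, significant on a later culture day than that of the arrays. That evidence was not examined here.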

Other observations

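The test of the Robo1 entry was chosen only after the result was seen.

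The 19 genes of reactive gliosis shifted lower, with a median log2 fold change of -0.05 (adjusted p = 0.0227 from camera, adjusted p = 0.381 with an estimated correlation), and the list did not pass without control 2 (adjusted p = 0.276). Its median was -0.124 without control 3, -0.075 without CNT 1, -0.091 without CNT 2, -0.146 without CNT 3 and -0.080 without control 1 and CNT 2, the arrays with the largest beta-actin 3' to 5' difference. The intermediate filament gene Gfap of astrocytes had a log2 expression of 14.16 ± 0.26 (SD, n = 3) in control and 14.14 ± 0.38 (SD, n = 3) in CNT cultures. Aif1, which encodes Iba1 of microglia and macrophages, had a fold of 1.29 (log2 fold change 0.37, standard error 0.26), and Pxn, which encodes paxillin of focal adhesions, of 0.974 (log2 fold change -0.04, standard error 0.10), and neither passed limma's test (adjusted p = 0.999 for each).

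The 29 genes of integrins and focal adhesion, which anchor cells to their substrate, shifted lower (median log2 fold change -0.08, adjusted p = 0.00374 from camera, adjusted p = 0.402 with an estimated correlation), which did not pass without CNT 2 (adjusted p = 0.0814). The integrin median was -0.037 without control 1, -0.054 without CNT 3 and 0.0107 without control 1 and CNT 2. Itga1, a collagen-binding integrin, had a log2 fold change of -1.16 (standard error 0.49). Genes of peroxisome proliferator-activated receptor signalling, which governs lipid storage, had a median of 0.14 over 29 genes (adjusted p = 0.00185, adjusted p = 0.425 with an estimated correlation), and the list did not pass without control 1 (adjusted p = 0.117), while its median was 0.211 without CNT 3 and 0.074 without control 1 and CNT 2. The 30 genes of complement and coagulation had a median of 0.07 while camera's direction was lower (adjusted p = 0.856), and the list did not pass with any array left out. The complement median was 0.006 without control 1, 0.012 without CNT 2 and -0.036 without both. It was 0.043 without CNT 3 and 0.091 without CNT 1. The 13 genes of antigen presentation by MHC class II had a median of 0.30 (adjusted p = 0.00452, adjusted p = 0.444 with an estimated correlation), and the list did not pass without control 1 (median 0.097, adjusted p = 0.651), while its median was 0.468 without control 3, 0.188 without CNT 2 and 0.032 without control 1 and CNT 2. The 16 markers of lymphocytes and granulocytes had a median of 0.123 (adjusted p = 0.0312, adjusted p = 0.497 with an estimated correlation), and the list did not pass without control 1 (adjusted p = 0.112), without control 3 (median 0.063, adjusted p = 0.433), without CNT 1 (median 0.065, adjusted p = 0.316) or without CNT 2 (adjusted p = 0.0814).

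The Table S1 entry Robo1 may be RoBo-1, now Lypd8l1, and not roundabout 1, since Table S1 prints that description beside the symbol, though the link from RoBo-1 to Lypd8l1 is background knowledge and not in the array annotation. Lypd8l1 had a log2 expression of 7.43 ± 0.91 (SD, n = 3) in control and 9.28 ± 0.98 (SD, n = 3) in CNT cultures, a fold of 3.59 (log2 fold change 1.85, standard error 0.63, adjusted p = 0.999 from limma), and the rank product called it. Its log2 fold change differed from the paper's value by 0.0304 and that of roundabout 1 by -1.92. Of 14217 genes, 17 (0.120%) lay within 0.25 log2 of the paper's value.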
